# Electrochemical selection and characterization of a high current-generating *Shewanella oneidensis* mutant with altered cell-surface morphology and biofilm-related gene expression

**DOI:** 10.1186/1471-2180-14-190

**Published:** 2014-07-16

**Authors:** Atsushi Kouzuma, Hitomi Oba, Nozomi Tajima, Kazuhito Hashimoto, Kazuya Watanabe

**Keywords:** Extracellular electron transfer, Microbial fuel cell, Anode respiration, Bioelectrochemical systems

## Abstract

**Background:**

*Shewanella oneidensis* MR-1 exhibits extracellular electron transfer (EET) activity that is influenced by various cellular components, including outer-membrane cytochromes, cell-surface polysaccharides (CPS), and regulatory proteins. Here, a random transposon-insertion mutant library of *S. oneidensis* MR-1 was screened after extended cultivation in electrochemical cells (ECs) with a working electrode poised at +0.2 V (vs. Ag/AgCl) to isolate mutants that adapted to electrode-respiring conditions and identify as-yet-unknown EET-related factors.

**Results:**

Several mutants isolated from the enrichment culture exhibited rough morphology and extraordinarily large colonies on agar plates compared to wild-type MR-1. One of the isolated mutants, designated strain EC-2, produced 90% higher electric current than wild-type MR-1 in ECs and was found to have a transposon inserted in the *SO_1860* (*uvrY*) gene, which encodes a DNA-binding response regulator of the BarA/UvrY two-component regulatory system. However, an in-frame deletion mutant of *SO_1860* (∆SO_1860) did not exhibit a similar level of current generation as that of EC-2, suggesting that the enhanced current-generating capability of EC-2 was not simply due to the disruption of *SO_1860*. In both EC-2 and ∆SO_1860, the transcription of genes related to CPS synthesis was decreased compared to wild-type MR-1, suggesting that CPS negatively affects current generation. In addition, transcriptome analyses revealed that a number of genes, including those involved in biofilm formation, were differentially expressed in EC-2 compared to those in ∆SO_1860.

**Conclusions:**

The present results indicate that the altered expression of the genes related to CPS biosynthesis and biofilm formation is associated with the distinct morphotype and high current-generating capability of strain EC-2, suggesting an important role of these genes in determining the EET activity of *S. oneidensis*.

## Background

*Shewanella* species, which are affiliated with the class *Gammaproteobacteria*, are widely distributed in nature, including marine, freshwater, sedimentary, and soil environments [1]. Members of this genus are able to respire various organic and inorganic compounds (e.g., oxygen, fumarate, nitrate, nitrite, thiosulfate, and elemental sulfur), as well as soluble and solid metals (e.g., iron, manganese, uranium, chromium, cobalt, technetium, and vanadium) [2-5]. In recent years, a few *Shewanella* species have attracted considerable attention due to their potential applicability for bioremediation [6] and bioelectrochemical systems (BESs), such as microbial fuel cells (MFCs) and microbial electrosynthesis cells [7-10].

*Shewanella oneidensis* MR-1 is the most extensively studied strain in the genus *Shewanella* because of its metabolic versatility [11], annotated genome sequence [12,13], and ease of genetic manipulation [14]. In addition, since it was shown in 1999 that strain MR-1 has the ability to transfer electrons to an extracellular electrode without exogenously added mediator [7], it has served as a model bacterium for studying microbial current generation and extracellular electron transfer (EET) pathways [1,15]. These studies have revealed that MR-1 cells have multiple EET pathways, including direct EET pathways that involve outer-membrane cytochromes (OM-cyts) [15] and electrically conductive pilus-like structures (nanowires) [16,17], and indirect EET pathways that function via self-produced electron shuttle compounds, such as flavins [18-21].

Despite these studies, a deeper understanding of the molecular mechanisms of EET is required to optimize and enhance microbial electron transfer rates in BESs because studies in *S. oneidensis* MR-1 have also indicated that EET is a complex process that is influenced by various intracellular and extracellular components. Saffarini et al. [22] and Charania et al. [23] have revealed that cyclic AMP (cAMP) and cAMP receptor proteins are necessary for the expression of OM-cyts. In addition, Covington et al. [24] identified the *ushA* gene, which is involved in flavin secretion in MR-1. Our previous studies have also suggested the possibility that extracellular components, including cell-surface polysaccharides (CPSs), are involved in EET and current generation in BESs [25,26]. It is therefore conceivable that many unknown factors are also involved in EET.

A useful approach for identifying unknown cellular components (and genes) associated with a particular phenotype involves the construction and screening of random mutant libraries for mutants with altered phenotypes. We previously succeeded in isolating MR-1 mutants with increased current-generating activities from a transposon (Tn) insertion mutant library that was cultured under electrode-respiring conditions [25,26]. Notably, the obtained mutants had an altered (rough) colony morphology on agar plates [25,26], indicating that the electrochemical cultivation and subsequent screening on agar plates of random Tn insertion mutants is a useful approach for isolating current-generating mutants. Although our previous studies have identified several genes related to cell-surface morphology and current generation [25,26], it is reasonable to speculate that many other unknown factors remain to be identified, considering the complexity of bacterial cell-surface structures and EET processes.

In the present study, we screened MR-1 mutants from a random Tn insertion library for altered colony morphology on agar plates after selection in electrochemical cells (ECs), to identify mutants with enhanced current-generating capability. One of the isolated mutants, designated strain EC-2, formed extraordinary large colonies on agar plates and generated higher electric current in an EC than wild-type (WT) MR-1. Analyses of strain EC-2 revealed that a number of genes, including those involved in CPS synthesis and biofilm formation, were differentially expressed compared to WT, suggesting that these genes were associated with the distinct phenotype of this mutant.

## Results

### Electrochemcial selection of mutants

A library of *S. oneidensis* MR-1 random transposon mutants was introduced into an EC reactor equipped with a working electrode poised at +0.2 V (*vs.* Ag/AgCl) and cultivated under electrode-respiring conditions. A current versus time curve generated during the electrochemical cultivation of MR-1 is shown in Additional file 1: Figure S1. After 40-days of electrochemical cultivation, the electrolyte was sampled spread on agar plates for the isolation of mutant cells. We found that approximately 20% of colonies formed by the electrochemically cultivated mutants were larger than those of WT MR-1, suggesting that the mutants with large-colony morphology grew preferentially under the electrode-respiring conditions.

One of the isolated mutants, designated strain EC-2, was clearly distinct from the other mutants and WT strains as it formed an extraordinary large colony (Additional file 2: Figure S2 and Figure 1). We previously found that a CPS-deficient mutant of MR-1, ∆SO_3177, formed large, flat, and rough colonies on agar plates, and generated higher power output in MFCs compared to that of WT [25], indicating an association between cell-surface morphology and current generation. Strain EC-2 also exhibited a rough, flat colony morphology, but formed larger colonies than those of ∆SO_3177 (Figure 1). Strain EC-2 was therefore selected for further characterization, including genetic analyses, to determine the identity and function of the mutated gene(s) in this mutant.

**Figure 1:**
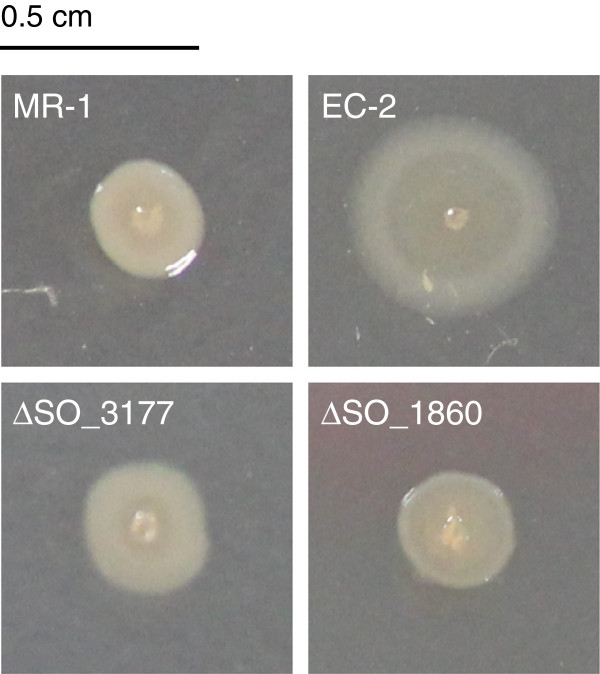
**Colony morphology of *S. oneidensis *** **MR-1 and mutant strains on LB agar plates.**

### Evaluation of strain EC-2 in MFC

The ability of strain EC-2 to generate electrical power in an MFC was analyzed and compared with that of WT (current versus time curves are shown in Additional file 3: Figure S3). To evaluate MFC performance, polarization (Figure 2A) and power (Figure 2B) curves were determined for each MFC after the current generation became stable (day 14 in Additional file 3: Figure S3). The *P*_max_ and *I*_sc_ for the EC-2 MFC (8.74 μWcm^-2^ and 62.7 μAcm^-2^, respectively) were approximately 1.5-fold higher than those for the WT MFC (6.46 μWcm^-2^ and 41.3 μAcm^-2^, respectively).

**Figure 2:**
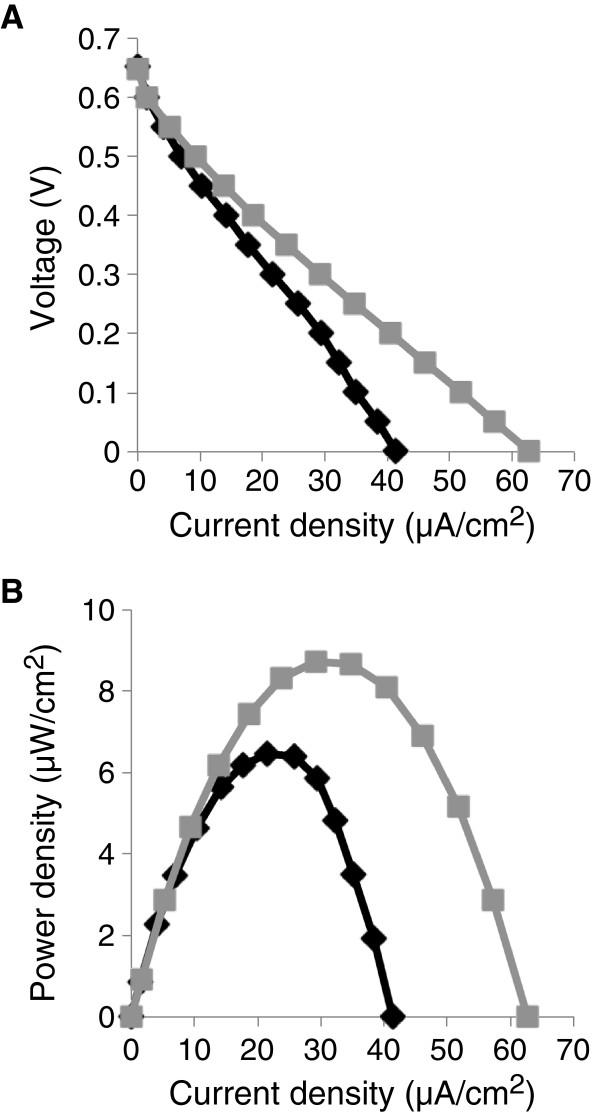
**Evaluation of strain EC-2 in MFCs. (A)** Polarization and **(B)** power curves for MFCs containing strain EC-2 (grey line) and wild-type (WT) MR-1 (black line) are shown.

In the single-chamber MFC used in this study, *Shewanella* cells were localized to either the electrolyte as planktonic cells, or to the anode and cathode, where they formed biofilms. For strain EC-2, the turbidity of the MFC electrolyte was markedly lower than that in the WT MFC (data not shown), suggesting that more mutant cells were attached to the electrodes. To examine this hypothesis, WT and EC-2 cells from the electrolyte and electrodes of each MFC were collected after approximately 360 h of operation, and the protein contents in these samples were measured to estimate cell concentration (Figure 3). In the EC-2 MFC, the amount of cells attached to the graphite felt anode (53.0 ± 10.2 mg) was 140% higher than that of WT cells (22.5 ± 2.4 mg), whereas the amount of EC-2 cells in the electrolyte (7.6 ± 0.3 mg) was 74% lower than that of WT cells (29.2 ± 1.1 mg). The total protein contents, which represented the sums of the protein contents in the three MFC areas, did not significantly differ between the two strains. Together, these results indicate that strain EC-2 has the increased ability to adhere to the graphite felt anode when cultivated under electrode-respiring conditions.

**Figure 3:**
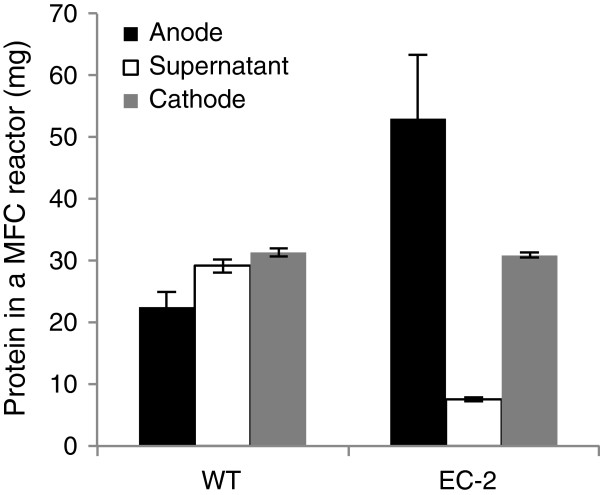
**Protein contents of the anode biofilms, supernatant, and cathode biofilms in single-chamber MFCs, showing the distribution of wild-type (WT) and EC-2 cells.** Error bars represent standard deviations of means that were calculated from at least four assays.

### Identification of the Tn-insertion site in strain EC-2

PCR analysis of strain EC-2 revealed that a Tn was inserted into the *SO_1860* gene, whose deduced amino acid sequence showed a significant homology (70% identity) to the DNA-binding response regulator UvrY of *Escherichia coli*. In *E. coli*, UvrY is part of the BarA/UvrY two-component regulatory system [27], which regulates the Csr (carbon storage regulation) system via transcriptional activation of CsrB, a small noncoding RNA [28,29]. It has been reported that the BarA/UvrY/Csr regulatory cascade in *E. coli* is involved in the regulation of numerous physiological functions, including carbon metabolism, motility, adhesion, and biofilm formation [28,29]. Recent studies also revealed that the BarA/UvrY/Csr regulatory cascade is conserved in *S. oneidensis* MR-1, and that *SO_1860* (UvrY) is involved in the transcriptional regulation of more than 200 genes, including those involved in CPS biosynthesis genes [30] and biofilm formation [31]. However, the roles of *SO_1860* in EET and current generation have not yet been investigated.

### Deletion of the *SO_1860* gene

To confirm that disruption of the *SO_1860* gene was responsible for the distinct morphotype and enhanced current generation by strain EC-2, an in-frame deletion mutant of *SO_1860* (designated ∆SO_1860) was constructed. When cultivated on LB plates, ∆SO_1860 displayed a slightly rough colony morphotype as compared with WT (Figure 1). However, colonies formed by ∆SO_1860 were similar in size to those of WT, and smaller than those of strain EC-2. As colony morphology is influenced by cell surface structures and physicochemical properties [32-34], we next evaluated cell surface hydrophobicity of WT, EC-2, and ∆SO_1860 by measuring the affinity of cells to hexadecane (Figure 4). The EC-2 and ∆SO_1860 mutants were more hydrophobic than WT, but the hydrophobicity of ∆SO_1860 was lower than that of EC-2. These results were consistent with the rough colony appearance of both mutant strains.

**Figure 4:**
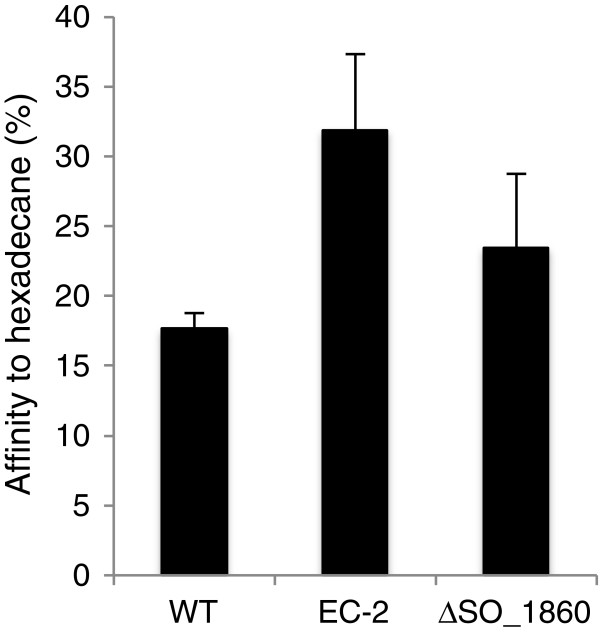
**Hydrophobic properties of WT, EC-2, and ∆SO_1860 cells.** Percentages of cells partitioned into the hydrophobic solvent hexadecane are shown. Error bars represent standard deviations of means that were calculated from at least 6 replicates. All calculated means differed significantly from each other (*P* < 0.05).

Current generation by ∆SO_1860 was also analyzed and compared with that of WT and strain EC-2 (Figure 5) using a small-volume, single-chamber EC reactor equipped with a working electrode poised at +0.2 V (*vs.* Ag/AgCl) for the stable and short-term measurement of electric current (Figure 5). Strain EC-2 and ∆SO_1860 generated 90% and 60%, respectively, higher current than WT. These results indicated that although the disruption of *SO_1860* affected colony morphology, cell surface hydrophobicity, and current-generating ability, it was not the only cause for the distinct phenotype of strain EC-2. The reason for this will be discussed later.

**Figure 5:**
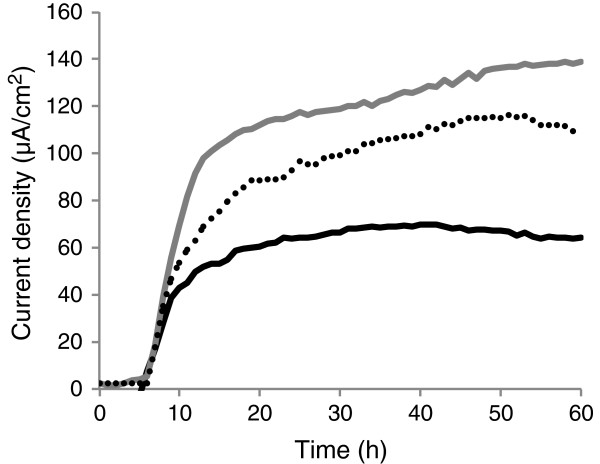
**Comparison of current generation by WT (black line), EC-2 (grey line), and ∆SO_1860 (dotted line) in ECs.** Results represent means of at least two parallel but independent experiments.

### Expression of CPS biosynthesis genes

Our previous study found that CPSs negatively affect current generation in *S. oneidensis* MR-1 [25]. In addition, the CPS biosynthesis genes, which are located within a large gene cluster (*SO_3193* to *SO_3171*), are reported to be down-regulated in a *SO_1860* knockout mutant [30]. We therefore hypothesized that CPS biosynthesis was repressed in strain EC-2, resulting in the increased ability of this mutant to generate current. To examine this hypothesis, WT, EC-2 and ∆SO_1860 cells were grown in LMM under fumarate-reducing conditions, and expression levels of three CPS biosynthesis genes (*SO_3172*, *SO_3177*, and *SO_3179*) were determined by the quantitative reverse transcription PCR (qRT-PCR) analysis of extracted total RNA (Figure 6). In both EC-2 and ∆SO_1860, expression levels of the CPS biosynthesis genes were decreased to 40%–54% of those in WT (log_2_-transformed fold changes [log_2_ FC] < -0.89), supporting the speculation that the repression of CPS is related to the increased current generation by these two mutant strains. However, the expression levels of *SO_3172* and *SO_3179* did not significantly differ between EC-2 and ∆SO_1860, and the expression level of *SO_3177* was slightly decreased in ∆SO_1860 as compared with that in EC-2. These results suggest that the high current-generating capability of EC-2, which exceeded that of ∆SO_1860, was not simply due to the decreased expression of CPS biosynthesis genes.

**Figure 6:**
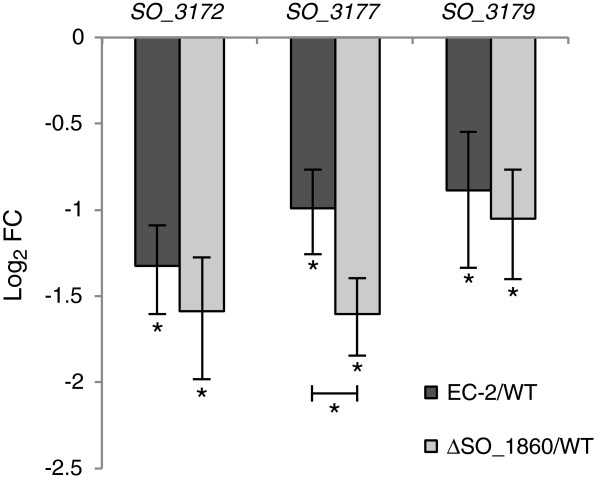
**qRT-PCR analyses of CPS biosynthesis genes in WT, EC-2, and ∆SO_1860 cells.** Results are expressed as log_2_-fold changes (FC) relative to expression levels in WT cells. The error bars represent the standard deviation calculated from at least four measurements. Asterisks indicate a statistically significant difference (*P* < 0.05) between expression levels in the three strains.

### Differentially expressed genes in EC-2

To investigate why EC-2 exhibited a distinct phenotype from ∆SO_1860, gene expression profiles in the two mutants were analyzed and compared by transcriptome analysis. 

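The transcriptomes of EC-2, the transposon mutant selected in the electrochemical cell, and ∆SO_1860, the in-frame deletion mutant, were measured on 1-color Agilent oligonucleotide microarrays, in which Cy3-labeled cDNA from 1 culture was hybridized to each array. Cells were grown anaerobically in lactate minimal medium (LMM) with 15 mM lactate and 20 mM fumarate and harvested at an OD600 of 0.16 to 0.18, with 3 biological replicates per strain. Each array carried 13379 non-control probes for 4769 locus tags, of which 4186 had 3 probes. The authors deposited the scanner output of each array, in which Agilent's software had already subtracted the background from every probe signal. From these files, the log2 signal of each probe was taken relative to the 75th percentile of its array, since the software's scaling is not named in the methods. The 75th percentile signal was 1189, 2181 and 2058 on the ∆SO_1860 arrays and 4893, 1890 and 1934 on the EC-2 arrays. Between 88.4% and 95.2% of the probes were well above background on the ∆SO_1860 arrays, and between 94.1% and 98.7% on the EC-2 arrays. No probe was saturated, and the number of arrays limits the precision of every value. All 6 arrays lay on 1 slide, where EC-2 replicates 1 and 2 occupied row 1 and the other arrays row 2, so that the row and the strain partly overlap. Since row 1 held no ∆SO_1860 array, a fit with the slide row as a block compares EC-2 replicate 3 alone with the ∆SO_1860 arrays, and a call lost there may reflect the single array, the row or both. Probes well above background on all 3 arrays of at least 1 strain were tested with limma, with Benjamini-Hochberg adjustment over the 12532 probes of 4544 genes. Following the methods, a probe was called at an adjusted p under 0.05 and a log2 FC of at least 1 in either direction, and each gene was given the average over its called probes, taken here on the log2 scale. The first principal component held 54.1% of the variance and separated the strains, with EC-2 replicate 3 closest to the ∆SO_1860 arrays.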

Total RNA from EC-2 and ∆SO_1860 was prepared from cells cultured in LMM under fumarate-reducing conditions and subjected to microarray analysis. The reliability of the microarray analysis was validated by qRT-PCR of five selected genes (Additional file 4: Figure S4). A high correlation (*r*^2^ = 0.97) was observed between the microarray and qRT-PCR results.

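Of the 12532 probes tested, 272 were called, and these belonged to 159 genes. Every called probe had its 3 EC-2 values on the same side of the 3 ∆SO_1860 values, which was the case for 36.5% of all tested probes and would be for 10% by chance. Without the adjustment for multiple testing, 354 probes passed the same fold threshold. All 26 genes of Table 1 were among the called genes, and when 1 value per gene was tested, 26 of 26 had an adjusted p under 0.05, both over all genes and over the list alone, and 22 also reached a log2 FC of 1 in either direction. That list was chosen on the same arrays, so its count is not independent evidence. The number of genes moved most, to 642, when no fold threshold was set, and it was lowest, at 27, by the methods' t-test over all probes with no filter on dim probes, which was chosen after the values were seen. With the slide row as a block, where the difference rests on EC-2 replicate 3 alone, 36 genes were called, 13 of them in Table 1. Without EC-2 replicate 2, 91 genes were called.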

Microarray analysis revealed that 26 genes had significantly different expression levels (*P* < 0.05, |log_2_ FC| ≥ 1.0) in strains EC-2 and ∆SO_1860 (Table 1). Among the 26 genes, 11 genes were up-regulated and 15 genes were down-regulated in strain EC-2 as compared with ∆SO_1860. 

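By the limma calls, 71 genes were higher and 88 lower in EC-2, and no gene had called probes in opposite directions. This split moved with the processing. After quantile normalization 89 genes were higher and 79 lower, so that the larger group changed. After normexp background correction 21 genes were higher and 61 lower, and with probes well above background on all 6 arrays 44 were higher and 92 lower. With the slide row as a block, where EC-2 is EC-2 replicate 3 alone, 26 were higher and 10 lower. Without EC-2 replicate 2, 36 genes were higher and 55 lower. Of the genes higher in EC-2, 60 were outside Table 1, and of the genes lower in EC-2, 73 were.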

The up-regulated genes included those assigned to the COG (Clusters of Orthologous Groups of proteins [35]) categories of “Transcription”, “Signal transduction mechanisms”, “Nucleotide transport and metabolism”, and “Amino acid transport and metabolism”. 

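In the category of amino acid metabolism, *leuD* (*SO_4233*) was higher in EC-2 with a log2 FC of 1.52 (limma adjusted p between 0.0011 and 0.029 over its 3 probes), and *aroA* (*SO_2404*) with a log2 FC of 1.17, over 3 called probes each. The adenosine deaminase gene *add* (*SO_4731*), of nucleotide metabolism, had a log2 FC of 1.36 over 3 called probes. The gene *SO_4596*, for a copper-transporting ATPase domain protein, had a log2 FC of 2.06, and its 3 probes lay between 2.00 and 2.10. The calls of *murJ* (*SO_3534*) and *SO_4189* rested on 1 of 3 probes. For *murJ*, the called probe had a log2 FC of 1.17 and was well above background on only 1 of the 3 ∆SO_1860 arrays, whereas its other probes had log2 FCs of 0.24 and -0.07. For *SO_4189*, the called probe had a log2 FC of 1.05 and the lowest probe 0.67. When the slide row was a block, *aroA*, *add*, *murJ* and *SO_4189* were no longer called, with means over their probes of 1.19, 1.21, 0.44 and 0.85, and the gene value of *leuD*, at 1.63, no longer had an adjusted p under 0.05. The call of *murJ* was also lost after normexp background correction (0.14) and with probes well above background on all 6 arrays (0.08), and that of *SO_4189* after normexp (0.76). The adjusted p of the gene value was above 0.05 for *murJ* when any array was left out, and for *SO_4189* without EC-2 replicate 2.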

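The transcriptional activator gene *metR* (*SO_0817*) had a log2 signal of 1.33 ± 0.11 (SD, n = 3) in EC-2 and -2.09 ± 0.25 (SD, n = 3) in ∆SO_1860, relative to the 75th percentile of each array. The log2 FC was 3.42 (standard error 0.15, limma adjusted p = 3.9e-05), and its 3 probes lay between 3.32 and 3.59. The methionine synthase gene *metE* (*SO_0818*) had a log2 signal of 2.67 ± 0.20 (SD, n = 3) in EC-2 and -2.95 ± 0.47 (SD, n = 3) in ∆SO_1860. Its log2 FC was 5.62 (standard error 0.23, limma adjusted p = 3.9e-05), although its 3 probes disagreed in size, at 4.05, 5.89 and 6.92. The probe with the largest change was well above background on only 1 of the 3 ∆SO_1860 arrays, so the size of its change is uncertain. With either gene, the difference exceeded the spread between replicates by far, and the exact permutation test gave p = 0.10, the smallest that 3 arrays against 3 allow.

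**Figure D1:**
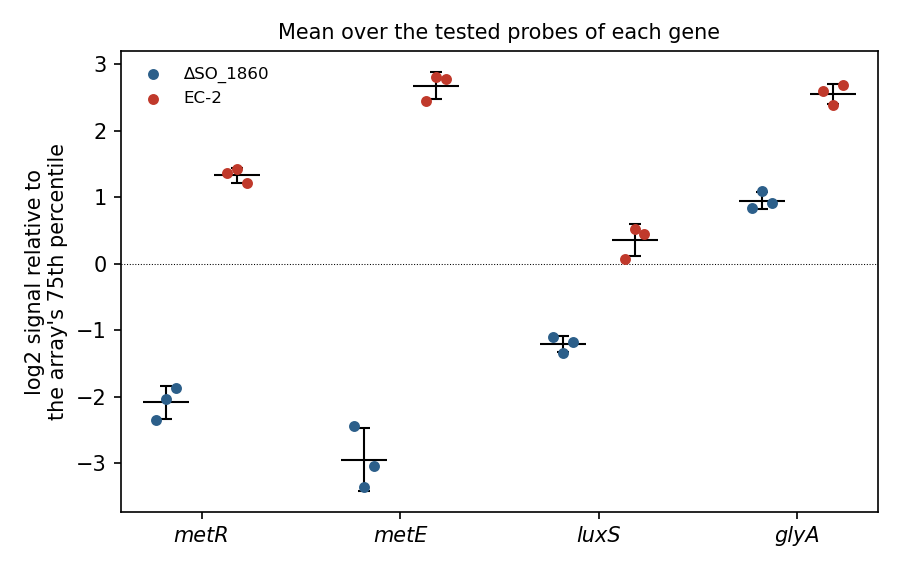
Log2 signal of *metR*, *metE*, *luxS* and *glyA* on each array, relative to the array's 75th percentile and averaged over the tested probes of each gene, in ∆SO_1860 (blue) and EC-2 (red). Horizontal lines are means and bars are SDs of 3 arrays. All EC-2 arrays lie above all ∆SO_1860 arrays for each of the 4 genes.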

Notably, expression levels of the genes involved in methionine biosynthesis, *metR* and *metE*, were remarkably up-regulated in EC-2. It is known that MetR acts as a transcriptional activator for the *metE* gene [36,37], suggesting that the overexpression of *metE* is related to that of *metR*. The expression of *luxS*, encoding S-ribosyl homocysteinase, was also up-regulated in EC-2. This is notable because LuxS is involved in biofilm development in many bacteria, including *E. coli* and *S. oneidensis* MR-1 [38,39]. In addition, it was found that the *SO_1860* gene was up-regulated in EC-2 compared to ∆SO_1860, but this was due to the complete deletion of this gene in ∆SO_1860.

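The gene *luxS* (*SO_1101*) had a log2 signal of 0.35 ± 0.24 (SD, n = 3) in EC-2 and -1.21 ± 0.12 (SD, n = 3) in ∆SO_1860. The log2 FC was 1.56 (standard error 0.15, limma adjusted p = 0.0015), and the 3 probes lay between 1.41 and 1.65. Every one of the 3 EC-2 arrays was above every ∆SO_1860 array.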

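The 3 probes of *SO_1860* were well above background on all EC-2 arrays and on none of the ∆SO_1860 arrays. The strain labels require only the missing signal in ∆SO_1860. Since the ∆SO_1860 side had no measured level, only a lower bound can be given. The EC-2 mean was set against the mean over the ∆SO_1860 arrays of the lowest signal among probes well above background, or of the probe's own signal where that was higher. By this bound *SO_1860* was at least 6.92-fold higher in EC-2 by its lowest probe and at least 29.2-fold higher by its highest. The EC-2 cells gave signal at all 3 probe positions.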

**Table 1:** **Differentially expressed genes in strain EC-2 (*P*** **< 0.05, |log**_**2 **_**FC| ≥ 1.0)**

**Locus tag**	**Gene**	**Putative function**	**COG description**^**1**^	**Log**_**2 **_**FC**^**2**^
**Up-regulated genes**				
*SO_0817*	*metR*	Transcriptional activator protein MetR	Transcription	3.33
*SO_0818*	*metE*	5-Methyltetrahydropteroyltriglutamate-homocysteine methyltransferase	Amino acid transport and metabolism	6.49
*SO_1101*	*luxS*	S-Ribosylhomocysteinase	Signal transduction mechanisms	1.65
*SO_1860*	*–*	Response regulator	Signal transduction mechanisms, Transcription	5.97
*SO_2404*	*aroA*	3-Phosphoshikimate 1-carboxyvinyltransferase	Amino acid transport and metabolism	1.17
*SO_3471*	*glyA*	Serine hydroxymethyltransferase	Amino acid transport and metabolism	1.55
*SO_3534*	*murJ*	Peptidoglycan lipid II flippase	General function prediction only	1.17
*SO_4189*	*–*	Hypothetical protein SO_4189	Carbohydrate transport and metabolism	1.04
*SO_4233*	*leuD*	Isopropylmalate isomerase small subunit	Amino acid transport and metabolism	1.69
*SO_4596*	*–*	Copper-transporting ATPase domain-containing protein	–	2.09
*SO_4731*	*add*	Adenosine deaminase	Nucleotide transport and metabolism	1.42
**Down-regulated genes**				
*SO_0351*	–	LuxR family DNA-binding response regulator	Signal transduction mechanisms, Transcription	-1.04
*SO_1861*	*uvrC*	Excinuclease ABC subunit C	Replication, recombination and repair	-1.30
*SO_2005*	–	DksA-type zinc finger protein	Signal transduction mechanisms	-1.16
*SO_2906*	–	Hypothetical protein SO_2906	Inorganic ion transport and metabolism	-1.92
*SO_2945*	–	Lambda phage tail fiber protein	–	-1.45
*SO_2946*	–	Lambda phage protein with carbohydrate-binding module	–	-1.10
*SO_2953*	H	Prophage LambdaSo, tail length tape meausure protein	Function unknown	-1.48
*SO_2954*	–	Hypothetical protein SO_2954	–	-1.53
*SO_2955*	–	Lambda phage minor tail protein G	–	-1.62
*SO_2956*	–	Prophage LambdaSo, major tail protein V, putative	–	-1.60
*SO_2957*	–	Lambda phage protein of unknown function	–	-1.35
*SO_2965*	–	Prophage LambdaSo, HK97 family portal protein	Function unknown	-1.24
*SO_2968*	–	Phage terminase small subunit	Replication, recombination and repair	-1.03
*SO_2969*	–	Prophage LambdaSo, holin, putative	Defense mechanisms	-1.24
*SO_4564*	–	TonB2 protein, putative	Cell wall/membrane/envelope biogenesis	-1.15

^1^Functional categorization by COG.

^2^Log_2_-transformed fold change (EC-2/∆SO_1860).

The expression levels of *metR*, *metE*, and *luxS* were also examined and compared in WT, EC-2, and ∆SO_1860 by qRT-PCR (Figure 7). It was confirmed that these three genes were overexpressed in EC-2, whereas their expression levels were not significantly different between WT and ∆SO_1860, suggesting that the overexpression of these genes is attributable to mutations specific to EC-2.

**Figure 7:**
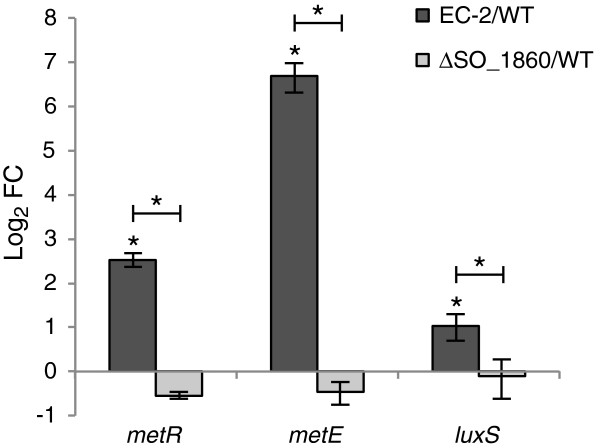
**qRT-PCR analyses of the *metR*, *metE*, and *luxS *genes in WT, EC-2, and ∆SO_1860 cells.** Results are expressed as log_2_-fold changes (FC) relative to expression levels in WT cells. The error bars represent the standard deviation calculated from at least four measurements. Asterisks indicate a statistically significant difference (*P* < 0.05) between expression levels in the three strains.

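The LambdaSo region, from *SO_2939* to *SO_3013*, had 75 tested genes, of which 69 were lower in EC-2, with a median log2 FC of -0.69. As a set they were lower by limma's camera (adjusted p = 8.1e-16 over the 3 sets tested). The paper singled out this region on the same arrays, so its set tests are not independent evidence. The call held under fry (adjusted p = 0.0078) but not with the correlation between genes estimated from the arrays (adjusted p = 0.22), an alternative chosen after the values were seen. When the slide row was a block, camera kept the call and fry lost it (adjusted p = 0.12). Every EC-2 array had a lower median over the region than every ∆SO_1860 array. By the value per gene, 33 of the 75 had an adjusted p under 0.05 over all genes and 39 over the list alone. Among the 33, *SO_2990* was higher in EC-2, with a log2 FC of 0.47 (limma adjusted p = 0.045). Of the 75, 20 reached a log2 FC of 1 in either direction. The change was uneven along the region, since every gene called by its probes lay between *SO_2941* and *SO_2979*. From *SO_2980* to *SO_3013* most genes were also lower, but none was called. Several there had larger standard errors, such as *SO_2996* at -0.96 (standard error 0.51). By the probe calls, 25 LambdaSo genes were called, all of them lower in EC-2, and with the slide row as a block 6 were called.

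**Figure D2:**
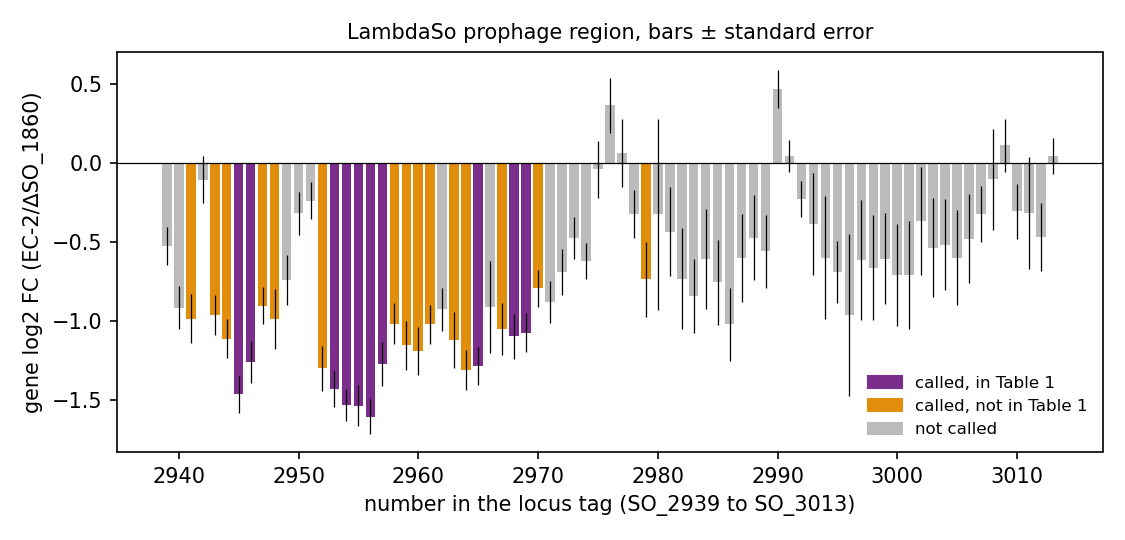
Log2 FC (EC-2/∆SO_1860) of each gene of the LambdaSo region by the number in its locus tag, with standard errors from limma. Purple bars are called genes of Table 1, orange bars other called genes and grey bars genes not called.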

The down-regulated genes in EC-2 (Table 1) included a number of genes located within the LambdaSo prophage region (*SO_2939* to *SO_3013*) [40]. 

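On the arrays, *SO_1861* (*uvrC*) had a log2 signal of -3.15 ± 0.21 (SD, n = 3) in EC-2 and -1.75 ± 0.02 (SD, n = 3) in ∆SO_1860, and all 3 probes were called. The log2 FC was -1.40 (standard error 0.13, limma adjusted p = 0.0015). With the slide row as a block it was -1.36 and no longer past the threshold (adjusted p = 0.055, with the row as a block). The following genes did not share the change, with log2 FCs of -0.07 for *SO_1862*, 0.12 for *SO_1863*, -0.01 for *SO_1864* and 0.03 for *SO_1865*. Of these, *SO_1863*, *SO_1864* and *SO_1865* changed sign under some of the alternatives. On the other side of *SO_1860*, the log2 FC was -0.34 for *SO_1855*, -0.01 for *SO_1856*, which also changed sign, and 0.31 for *SO_1857*. *SO_1858* was called lower in EC-2, at -1.23 (limma adjusted p = 0.029 for the gene value), from 1 tested probe, since its other probes were not well above background on any array. The adjusted p of its gene value was no longer under 0.05 with the slide row as a block (log2 FC -0.91), with no filter on dim probes (-1.12), or when any array but EC-2 replicate 3 was left out (-1.36 to -0.94).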

The transcriptome analysis also revealed that the *SO_1861* gene, which is located immediately downstream of *SO_1860*, was also down-regulated in EC-2. This was considered to be due to a polar effect caused by insertion of the Tn into *SO_1860*. The *SO_0351*, *SO_2005*, and *SO_4564* genes, which are categorized into the COG category “Signal transduction mechanisms” and “Cell wall/membrane/envelope biogenesis”, respectively, were also down-regulated in EC-2.

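Among these genes, *SO_2005* was lower by all 3 probes, with a log2 FC of -1.12 (standard error 0.11, limma adjusted p = 0.0017). For *SO_4564* and *SO_0351*, 1 of 3 probes was called. The called probe of *SO_4564* had a log2 FC of -1.14 and its weakest probe -0.89. The called probe of *SO_0351* had a log2 FC of -1.04 and its weakest probe -0.51, and the gene was no longer called after quantile normalization, after normexp background correction or without EC-2 replicate 1, where the mean over its probes was -0.61. The adjusted p of its gene value was above 0.05 when any array but EC-2 replicate 3 was left out. With the slide row as a block, none of the 3 genes kept its call, with log2 FCs of -1.19 for *SO_2005*, -0.88 for *SO_4564* and -0.63 for *SO_0351*.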

## Discussion

In this study, we isolated and characterized the novel *S. oneidensis* MR-1 mutant strain EC-2, which exhibits an increased ability to generate current in MFC and EC reactors. In addition, strain EC-2 forms flat, rough, and extraordinarily large colonies that are clearly distinct from the morphology of WT colonies (Figure 1), implying that cell surface structure and physicochemical properties are altered in this mutant. As we previously provided evidence that cell surface hydrophobicity influences the adhesiveness of *S. oneidensis* cells to graphite felt electrodes and affects current generation in MFCs [25], we also examined the adhesiveness and hydrophobicity of EC-2 cells. Compared to WT, EC-2 cells attached with higher frequency to graphite felt anodes (Figure 3) and had a more hydrophobic surface (Figure 4). Taken together, these results suggest that mutations introduced into EC-2 modified the cell surface structure and hydrophobicity, resulting in the enhanced adhesiveness of cells to graphite felt electrodes and increased current generation. A similar trend has also been observed for strain ∆SO_3177, which contains a mutation in a gene necessary for CPS synthesis and shows altered cell-surface hydrophobicity and enhanced the adhesiveness to graphite felt anodes [25]. We therefore hypothesized that genes involved in the synthesis of CPS or other cell surface structures were mutated in strain EC-2.

We determined that the *SO_1860* (*uvrY*) gene, which encodes a DNA-binding response regulator of the BarA/UvrY two-component regulatory system, was disrupted in strain EC-2 by Tn insertion. In *S. oneidensis* MR-1, *SO_1860* is involved in the transcriptional regulation of a large number of genes, including CPS biosynthesis genes [30], suggesting that disruption of *SO_1860* in strain EC-2 modified cell surface structure and led to the enhanced current generation in MFCs. The involvement of *SO_1860* in current generation was examined by constructing an in-frame deletion mutant of *SO_1860* (∆SO_1860), which was found to generate higher current in an EC, indicating the involvement of *SO_1860* in current generation. ∆SO_1860 cells also exhibited altered colony morphology and increased cell surface hydrophobicity (Figure 4), and qRT-PCR analyses demonstrated that the expression of several CPS biosynthesis genes (*SO_3172*, *SO_3177*, and *SO_3179*) was repressed (Figure 6). These results support the notion that disruption of the *SO_1860* gene affects CPS synthesis and cell surface hydrophobicity, resulting in increased current generation. However, strain EC-2 formed larger colonies, exhibited higher hydrophobicity, and generated higher current than ∆SO_1860, indicating that the disruption of *SO_1860* was not the only cause for the distinct phenotype of strain EC-2. As Southern-blotting analysis confirmed that EC-2 had a single Tn insertion in *SO_1860* (data not shown), it is likely that unknown mutations, in addition to the Tn insertion, may have been spontaneously introduced during the long-term (approximately 40 days) electrochemical cultivation of strain EC-2. Another explanation is that gene(s) located downstream of the Tn insertion site in *SO_1860* are differently expressed in EC-2. However, it is unlikely that the distinct phenotypic features of EC-2 are attributable to the decreased expression of *SO_1861* (the excinuclease ABC subunit C gene; Table 1). Further investigation, such as genome sequencing of strain EC-2, is needed to examine these hypotheses.

We examined and compared the gene expression profiles of EC-2 and ∆SO_1860 to understand the physiological differences between these two strains. qRT-PCR (Figure 6) and microarray (Table 1) analyses demonstrated that expression of CPS biosynthesis genes did not largely differ between EC-2 and ∆SO_1860, suggesting that the distinct features of EC-2 are not attributable to differential expression of CPS synthesis genes. However, we identified a number of genes that were differentially expressed between EC-2 and ∆SO_1860 (Table 1). 

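Over the CPS biosynthesis cluster (*SO_3171* to *SO_3193*), 22 of the 23 genes were higher in EC-2 than in ∆SO_1860, with a median log2 FC of 0.39 and a range from -0.12 to 0.96, so that no gene reached a log2 FC of 1 by its mean over probes. The set was higher in EC-2 by limma's camera (adjusted p = 1.2e-07) and by fry (adjusted p = 0.031), but not with the estimated correlation between genes (adjusted p = 0.25). Of the 23 genes, 6 had an adjusted p under 0.05 over all genes and 11 over the list alone. The log2 FCs of *SO_3172* and *SO_3177* were 0.36 (limma adjusted p = 0.092) and 0.17 (limma adjusted p = 0.29), and that of *SO_3179* was 0.96 (limma adjusted p = 0.013), or 0.65 with the slide row as a block (adjusted p = 0.22). *SO_3175*, chosen after its values were seen, and *SO_3179* were called by 1 of 3 probes, at 1.14 and 1.54. The called *SO_3179* probe was well above background on 2 of the 3 ∆SO_1860 arrays, and the gene's other probes had 0.74 and 0.60. By the paper's qRT-PCR, *SO_3172* and *SO_3179* did not differ significantly, and *SO_3177* was slightly lower in ∆SO_1860. The arrays thus differ from the qRT-PCR for *SO_3179*. For *SO_3177* they had the same direction without passing the threshold. When the slide row was a block the median was 0.21, and fry lost the call (adjusted p = 0.20). Fry also lost it when any array but EC-2 replicate 3 was left out, with adjusted p between 0.058 and 0.10, while camera kept it in each of these fits. From these arrays and the qRT-PCR, the paper proposes that the distinct features of EC-2 do not come from differential expression of the CPS genes.

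**Figure D3:**
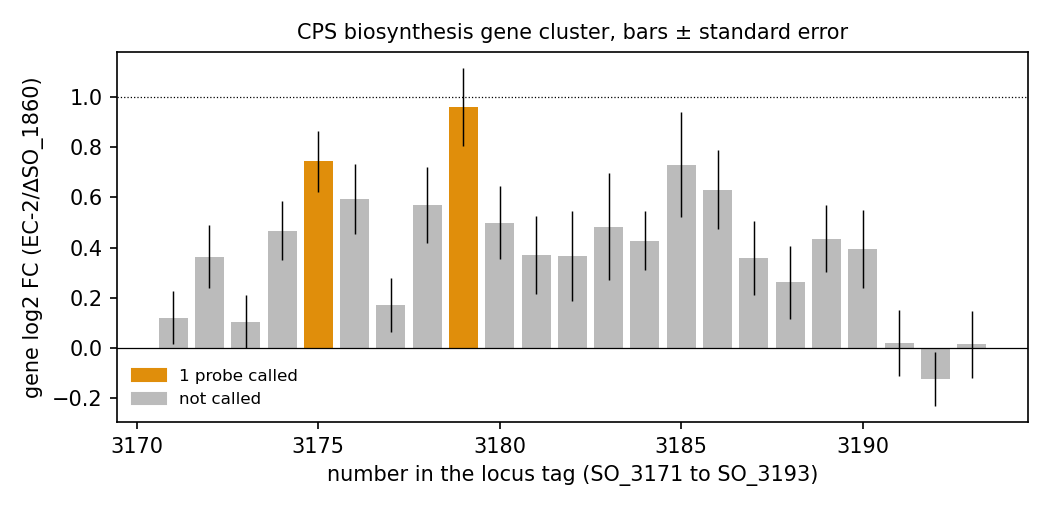
Log2 FC (EC-2/∆SO_1860) of each gene of the CPS biosynthesis cluster by the number in its locus tag, with standard errors from limma. Orange bars are the genes with 1 called probe, and the dotted line marks the fold threshold for a probe, a log2 FC of 1.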

Notably, the methionine biosynthesis genes *metR* and *metE* were highly up-regulated (10- and 90-fold, respectively) in EC-2, although it remains unclear why these genes were overexpressed. It is also interesting that the *luxS* gene was up-regulated in EC-2, as this enzyme catalyzes the conversion of S-ribosyl homocysteine to homocysteine and 4,5-dihydroxy-2,3-pentanedione (DPD), and is widely conserved in both Gram-negative and Gram-positive bacteria [41-43]. 

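Converted to a linear fold, the mean log2 FC over the called probes was 10.7-fold for *metR* and 49.2-fold for *metE*. Leaving out each array in turn moved the *metE* fold between 42.7 and 58.8, and with only probes well above background on all 6 arrays it was 31.4-fold.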

LuxS functions as an autoinducer-2 (AI-2) synthase because DPD is spontaneously converted to AI-2 [42-44]. LuxS is also involved in the activated methyl cycle (AMC) [38,43] which is responsible for the synthesis of homocysteine, methionine, and S-adenosylmethionine (SAM), a major methyl donor source that is utilized for various cellular processes including the methylation of DNA and methyl-accepting chemotaxis proteins [43,45]. MetE (methionine synthase) and MetR (transcriptional activator for *met* genes) are also involved in the AMC. In *S. oneidensis*, disruption of *luxS* negatively affects biofilm development on solid surfaces by interrupting the AMC [39]. It has been also reported that a *luxS*-complemented (overexpressing) mutant of *E. coli* was deficient in pili production and formed a thicker biofilm than the WT strain, phenotypes that were suggested to be due to the depletion of SAM resulting from elevated *luxS* expression [38]. In addition, a *metR* mutant (∆*metR*) of *Pseudomonas aeruginosa* exhibited altered colony morphology due to a severe defect in swarming motility [46], suggesting that the AMC is associated with cell motility and colony morphology. It is therefore possible that the overexpression of AMC-associated genes in EC-2 influences cell surface structure or motility, resulting in the altered colony morphology and increased adhesiveness of cells to electrodes. Studies are underway to investigate this possibility.

The function and expression of the *metR*, *metE*, and *luxS* genes are considered to be closely related, because homocysteine, one of the products of LuxS, acts as a co-regulator for MetR and stimulates the transcription of *metE*[47]. We found a potential MetR-binding site in the upstream intergenic region of the MR-1 *luxS* gene (5’-TGAGATGATTTCA-3’) that closely matches the consensus MetR-binding sequence reported in *E. coli* and other bacteria (5’-TGAANNANNTTCA-3’) [48]. A similar sequence was also identified in the intergenic region between *metE* and *metR* (5’-TGAGCGAAATTCA-3’). These findings suggest the possibility that MetR regulates the expression of *luxS*, as well as that of *met* genes, in *S. oneidensis* MR-1. A putative MetR-binding sequence was also found upstream of *glyA* (5’-TGAGGTGCATTCA-3’). 

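On the arrays, *glyA* (*SO_3471*) had a log2 signal of 2.55 ± 0.15 (SD, n = 3) in EC-2 and 0.95 ± 0.13 (SD, n = 3) in ∆SO_1860. The log2 FC was 1.60 (standard error 0.13, limma adjusted p = 8.5e-04), with its 3 probes between 1.55 and 1.69. Taken together with the list of *metR*, *metE*, *luxS* and *glyA*, 4 of 4 genes had an adjusted p under 0.05 over all genes and 4 of 4 over the list alone, a list the study read from the same arrays.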

Because MetR activates the transcription of *glyA* in *E. coli*[49], it is likely that the overexpression of *metR* in EC-2 resulted in the increased expression of *glyA*. In addition to these AMC-related genes, the microarray analysis detected 20 genes other than *SO_1860* and *SO_1861* that were differentially regulated in EC-2, including 10 genes located within the LambdaSo prophage region (Table 1). 

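Among the genes of Table 1 outside these groups, *SO_2906* had the largest decrease, with a log2 FC of -1.76 (standard error 0.15, limma adjusted p = 0.0011) and all 3 probes called. Within LambdaSo, 10 of the 25 called genes were in Table 1 and 15 were not. By the values computed here, the largest decrease of a Table 1 gene there was that of *SO_2956*, for a putative major tail protein, at -1.60, followed by *SO_2955* at -1.53. The call of *SO_2968* was lost after normexp background correction, where the mean over its probes was -0.89, with the slide row as a block (-0.83), without EC-2 replicate 1, where the mean over its probes was -1.06, and without ∆SO_1860 replicate 2, where it was -1.05.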

Although it has been reported that prophage-mediated cell lysis enhances biofilm formation in *S. oneidensis* MR-1 [40], the regulation and involvement of these genes in the observed phenotype of EC-2 is unknown.

## Conclusions

The present study indicates that *SO_1860* (*uvrY*) and other biofilm formation-related genes, including those involved in CPS biosynthesis and the AMC, play important roles in determining colony morphology, cell surface properties, and current-generating capability of *S. oneidensis* MR-1. Thus, it might be possible to control the adhesion of cells to electrodes by altering the expression of these genes, and thereby increase the efficiency of BESs. Although the present study focused on the altered gene expression profiles of strain EC-2, proteomic and metabolomic approaches will also provide useful information for understanding the distinct features of this mutant. Future studies will be conducted to elucidate the mechanisms underlying the increased current-generating capability of strain EC-2.

## Methods

### Bacterial strains and plasmids

*S. oneidensis* MR-1 was obtained from American Type Culture Collection (ATCC). *E. coli* strains [8] were routinely cultured in Luria-Bertani (LB) medium at 37°C. The *E. coli* mating strain (WM6026) required supplementation of the medium with 100 μg ml^-1^ 2,6-diaminopimelic acid (DAP) for growth. *Shewanella* strains were cultured at 30°C in either LB or lactate minimal medium [25] supplemented with 0.2 g liter^-1^ casamino acids and 10 ml liter^-1^ each of amino acid and trace mineral solutions (LMM). When necessary, 50 μg ml^-1^ kanamycin (Km) was added to culture media. Agar plates contained 1.6% Bacto agar (Difco).

### Construction of a mutant library

Random Tn mutagenesis of *S. oneidensis* MR-1 was performed by filter mating with *E. coli* WM6026 harboring the suicide plasmid pBSL180 [50], which contained mini-Tn10Km^r^, according to a previously described method [25,26]. After transformed cells were grown on LB-agar plates containing DAP at 30°C for 8 h, the cells were washed in 10 mM MgSO_4_ and then aerobically grown in LMM containing Km for 24 h.

### Selection of mutants

Selection of mutants from the random Tn-insertion library was carried out using a previously described method [26] with slight modifications. Briefly, a cylindrical electrochemical cell (EC; 500 ml capacity) equipped with a graphite-felt working electrode (WE; 50 cm^2^; GF-80-3 F, Sohgoh Carbon), air diffusion-type counter electrode (approximately 20 cm^2^; 0.7 mg platinum/cm^2^; and four polytetrafluoroethylene layers) was constructed as described elsewhere [51], and Ag/AgCl was used as the reference electrode (HX-R5, Hokuto Denko). The EC was filled with 450 ml LMM, purged with pure nitrogen gas, and then inoculated with the mutant library at a final cell concentration of approximately 2 × 10^6^ ml^-1^. The EC was incubated at 30°C for 40 days under constant agitation, and the working electrode was poised at +0.2 V vs. the Ag/AgCl reference electrode using a potentiostat (Multipotentiostat 2092, Toho Giken). Current was monitored using the potentiostat, and current density (A cm^-2^) was calculated based on the anode projection area (50 cm^2^). When the current density fell below 0.1 mA, lactate was injected into the EC at a final concentration of 10 mM.

### Isolation of mutants

After the 40-day electrochemical selection in the EC, the electrolyte was collected, serially diluted, and spread on agar plates containing LB supplemented with Km. Colonies that formed on the agar plates were randomly selected and purified by re-streaking for isolated colonies. Isolated mutants were grown in LB medium supplemented with Km and stored at -80°C in 15% (v/v) glycerol. Tn-insertion sites of the isolated mutants were identified according to a method described previously [26].

### Gene disruption

In-frame disruption of the *SO_1860* gene in strain MR-1 was performed using a two-step homologous recombination method with suicide plasmid pSMV-10, as described previously [8,25,52]. Briefly, a 1.6-kb fusion product, consisting of an upstream (768 bp) and downstream (798 bp) sequence of the *SO_1860* gene (768 bp) joined by an 18-bp linker sequence, was constructed by PCR and *in-vitro* extension using the primers listed in Additional file 5: Table S1. The amplified fusion product was ligated into the SpeI site of pSMV10, generating pSMV-1860, which was then introduced into MR-1 by filter mating with *E. coli* WM6026. Transconjugants (single-crossover clones) were selected on LB plates containing Km and further cultivated for 20 h in LB medium lacking antibiotics. The cultures were then spread onto LB plates containing 10% (w/v) sucrose to isolate Km-sensitive double-crossover mutants. Disruption of the *SO_1860* gene in the obtained strains was confirmed by PCR. One representative mutant strain in which the *SO_1860* gene was disrupted in-frame was selected and designated ∆SO_1860.

### Evaluation of mutants in MFCs and ECs

In MFC experiments, microbial current generation was measured using a single-chamber MFC equipped with a graphite felt anode (50 cm^2^; GF-80-3 F) and air cathode (approximately 20 cm^2^; 0.7 mg platinum/cm^2^; and four polytetrafluoroethylene layers), as previously described [25]. Bacterial cells were inoculated into the MFC chamber, which contained 450 ml LMM supplemented with 10 mM lactate, at an initial optical density at 600 nm (OD_600_) of 0.005. Upon depletion of lactate, a 4.5 M stock solution of lactate was injected into the reactor to increase the concentration of lactate to 10 mM. The anode and cathode were connected via electric wires and an external resistor (100 Ω), and the voltage across the resistor was measured using a voltage data logger (HA-1510, Graphtec). Current (*I* [A]) was calculated using the equation: *I* = *E*/*R*, where E [V] is the cell voltage and R [Ω] is the resistance. Current density (A cm^-2^) was calculated using the anode projection area (50 cm^2^). A polarization curve was generated using a potentiostat (HSV-100; Hokuto Denko), from which the maximum power density (*P*_max_ [W cm^-2^]) and short-circuit current (*I*_sc_ [A cm^-2^]) were obtained as described elsewhere [53]. Reproducibility was examined in at least three independent measurements, and typical data are shown here. The protein contents in planktonic cells, anode biofilms, and cathode biofilms in MFC reactors were determined using a BCA protein assay Kit (Pierce) according to a method described previously [25].

A low-volume (18 ml capacity), single-chamber EC equipped with a graphite felt working electrode (2.3 cm^2^; poised at +0.2 V *vs.* an Ag/AgCl reference electrode [HX-R5, Hokuto Denko]) was used to monitor and compare current generation by WT, EC-2, and ∆SO_1860 cells. A platinum wire (5 cm, φ0.3 mm; Nilaco) was used as the counter electrode. Bacterial cells were inoculated into the EC chamber, which containing 15 ml LMM supplemented with 10 mM lactate, at an initial OD_600_ of 0.01. Current was monitored using a potentiostat (HA-1510; Hokuto Denko), and current density (A cm^-2^) was calculated based on the anode projection area (2.3 cm^2^). Reproducibility was examined in at least three independent measurements.

### Hydrophobicity assay

Cell hydrophobicity was analyzed by the bacterial adhesion to hydrocarbon method (BATH), as described previously [25,54]. Briefly, *Shewanella* cells were suspended in 2.4 ml of 0.15 M NaCl at an OD_600_ of 0.3 (approximately 3 × 10^8^ CFU ml^-1^) and vortexed for 60 s in the presence of 0.4 ml hexadecane. The mixture was allowed to stand for 15 min at room temperature to ensure that the two phases were completely separated before a 1-ml sample was removed from the aqueous phase for measuring the OD_600_. The percentage of cells transferred to the hexadecane phase was subsequently calculated using the equation: affinity (%) = 100 × [1 - (*A*/*A*_0_)], where *A*_0_ is the OD_600_ of the bacterial suspension before mixing with hexadecane and A is the OD_600_ after mixing. All measurements were performed in at least six replicates, and data were statistically analyzed by one-way analysis of variance (ANOVA) in combination with Holm’s multiple-comparison test using js-STAR software (http://www.kisnet.or.jp/nappa/software/star/). A *P*-value of 0.05 was considered statistically significant.

### RNA extraction

*Shewanella* cells were grown anaerobically in LMM (containing 15 mM lactate) supplemented with 20 mM fumarate as the electron acceptor, and cells were harvested at the early stationary growth phase (OD_600_ of 0.16-0.18). Total RNA was extracted using Trizol reagent (Invitrogen) following the manufacturer’s instructions and subsequently purified using an RNeasy Mini Kit and RNase-Free DNase Set (Qiagen). The quality of extracted RNA was evaluated using an Agilent 2100 Bioanalyzer with RNA 6000 Pico reagents and RNA Pico Chips (Agilent Technologies) according to the manufacturer’s instructions. The purified RNA was then used for qRT-PCR and microarray transcriptome analysis.

### qRT-PCR

qRT-PCR was performed according to a method described previously [55,56] with slight modifications. RT and subsequent quantitative PCR were conducted using a LightCycler 1.5 instrument (Roche) following the manufacturer’s instructions. The PCR mixture (20 μl) contained 1 μl diluted RNA (150 ng for *luxS*, and 15 ng for other genes), 1.3 μl of 50 mM Mn (OAc)_2_ solution, 7.5 μl LightCycler RNA Master SYBR Green I (Roche), and 0.15 μM of the primers listed in Supplemental Table 1. A standard curve was drawn using serial dilutions of PCR fragments of each gene. Specificity of the quantitative PCR was verified by dissociation-curve analysis. The expression levels of the target genes were normalized based on the expression level of the 16S rRNA gene. All measurements were performed in quadruplicate at a minimum, and data were statistically analyzed by one-way ANOVA with Bonferroni’s multiple-comparison test using SAS software (version 9.3, SAS Institute). A *P*-value of 0.05 was considered statistically significant.

### Microarray analysis

A custom 60-mer oligonucleotide microarray (8 × 15 K; Agilent Technologies) containing (maximally) three different probes per gene was designed using the annotated chromosomal and megaplasimd sequences of *S. oneidensis* MR-1 (Genbank accession nos. AE014299 and AE014300, respectively). Specific oligonucleotide probes were designed for 4,772 genes (corresponding to 96.6% of the total annotated genes) using the eArray protocol (Agilent Technologies) and fabricated on slide glass by SurePrint technology (Agilent Technologies). Fluorescence labeling of cDNA, and hybridization and scanning of hybridized arrays were performed according to the manufacturer’s protocols for gene expression arrays for prokaryotes (Agilent One-Color Microarray-Based Prokaryote Analysis, version 1.4, http://www.chem.agilent.com). Briefly, cyanine 3 (Cy3)-labeled cDNA was synthesized from 5 μg total RNA using the FairPlay III Microarray Labeling KitStratagene with CyDye Cy3 mono-Reactive Dye (GE Healthcare). The labeled cDNA was quantified using a NanoDrop ND-1000 Spectrophotometer (Thermo Scientific). For each array, 20 μl of the purified Cy3-labeled cDNA (20 ng/μl) was mixed with 5 μl of 10× Blocking Agent and 25 μl of 2× GEx Hybridization Buffer HI-RPM. The resultant mixture (40 μl) was hybridized to the array at 65°C for 17 h. After hybridization, each slide was washed with Gene Expression Wash Buffer I (Agilent Technologies) at room temperature for 1 min, followed by Gene Expression Wash Buffer II (Agilent Technologies) at 37°C for 1 min. Slides were air dried and then scanned using an Agilent DNA Microarray Scanner at 5-μm resolution. Data acquisition was performed using the Feature Extraction Software version 8.1 (Agilent Technologies). Gene expression data (n = 3 biological replicates) were normalized and statistically analyzed using GeneSpring GX version 11.5 (Agilent Technologies). 

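With the methods' t-test on the 12532 probes tested, 172 genes passed the fold threshold at the methods' significance level before adjustment and 33 after Benjamini-Hochberg adjustment, of which 15 were higher and 18 lower in EC-2. All 26 genes of Table 1 were called either way.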

The unpaired Student’s t-test and the Benjamini-Hochberg false discovery rate correction were used for statistical analysis. Differential expression for each probe was considered statistically significant when the fold change (FC) was ≥ 2.0 or ≤ 0.5 (|log_2_ FC| ≥ 1.0) at a *P*-value of < 0.05. The average FC was calculated for each gene from the values of the probes with altered expression. 

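Averaging over called probes only leaves out the probes of a gene that did not pass. Among the 159 called genes, 45 had 3 of 3 probes called and 62 had 1 of 3. In these 62 genes, the other probes had a median log2 FC of 0.64 in the direction of the call, and all 3 probes went the same way in 56. When a gene needed at least 2 called probes, 68 genes were called, and when the mean over all tested probes of each gene was tested, 85 were.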

The microarray data have been deposited in the NCBI Gene Expression Omnibus (GEO) under the accession number GSE50443.

## Abbreviations

EET: Extracellular electron transfer; CPS: Cell-surface polysaccharide; EC: Electrochemical cell; BES: Bioelectrochemical system; MFC: Microbial fuel cell; OM-cyt: Outer-membrane cytochrome; Tn: Transposon; LB: Luria-Bertani; DAP: 2:6-Diaminopimelic acid; LMM: Lactate minimal medium; WT: Wild-type; DPD: 4,5-Dihydroxy-2,3-pentanedione; FC: Fold change; AMC: Activated methyl cycle; SAM: S-adenosylmethionine.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

AK participated in the design of the study, performed the molecular genetic studies, and drafted the manuscript. HO participated in the evaluation of mutants, qRT-PCR, and microarray analysis. NT participated in the isolation of mutants. KH participated in the design and coordination of the study. KW conceived of the study, participated in its design and coordination, and performed manuscript editing. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1: Figure S1 Current generation in an EC inoculated with a random transposon mutant library of *S. oneidensis* MR-1. Click here for file

Additional file 2: Figure S2 Colonies of mutants with altered morphology isolated after electrochemical enrichment. Mutants with distinct colony morphology were picked and further cultivated on a LB agar plate for 2 days. An arrowhead indicates a colony similar in size to that of WT. Click here for file

Additional file 3: Figure S3 Current generation by strain EC-2 (grey line) and WT (black line) in single-chamber MFCs. An arrowhead indicates the time point at which polarization (Figure 2A) and power (Figure 2B) curves were measured. Reproducibility was examined in at least three independent operations, and typical data are shown. Click here for file

Additional file 4: Figure S4 Comparison of transcriptional changes in strains EC-2 and ∆SO_1860 as determined by microarray and qRT-PCR analyses. Log_2_-transformed fold changes (Log_2_ FC) in the expression levels (EC-2/∆SO_1860) of 5 selected genes determined by microarray analysis were plotted against the values determined by qRT-PCR. Click here for file

Additional file 5: Table S1 Primers used in this study. Click here for file

## References

[B1] FredricksonJKRomineMFBeliaevASAuchtungJMDriscollMEGardnerTSNealsonKHOstermanALPinchukGReedJLRodionovDARodriguesJLMSaffariniDASerresMHSpormannAMZhulinIBTiedjeJMTowards environmental systems biology of *Shewanella*Nat Rev Microbiol200865926031860422210.1038/nrmicro1947

[B2] NealsonKHSaffariniDIron and manganese in anaerobic respiration: environmental significance, physiology, and regulationAnnu Rev Microbiol199448311343782600910.1146/annurev.mi.48.100194.001523

[B3] LiuCGorbyYAZacharaJMFredricksonJKBrownCFReduction kinetics of Fe (III), Co (III), U (VI), Cr (VI), and Tc (VII) in cultures of dissimilatory metal-reducing bacteriaBiotechnol Bioeng2002806376491237860510.1002/bit.10430

[B4] HauHHGilbertACoursolleDGralnickJAMechanism and Consequences of anaerobic respiration of cobalt by *Shewanella oneidensis* strain MR-1Appl Environ Microbiol200874688068861883600910.1128/AEM.00840-08PMC2583509

[B5] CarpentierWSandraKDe SmetIBrigéADe SmetLVan BeeumenJMicrobial reduction and precipitation of vanadium by *Shewanella oneidensis*Appl Environ Microbiol200369363636391278877210.1128/AEM.69.6.3636-3639.2003PMC161487

[B6] HauHHGralnickJAEcology and biotechnology of the genus *Shewanella*Annu Rev Microbiol2007612372581803560810.1146/annurev.micro.61.080706.093257

[B7] KimBHKimHJHyunMSParkDHDirect electrode reaction of Fe (III)-reducing bacterium, *Shewanella putrefaciens*J Microbiol Biotechnol19999127131

[B8] NewtonGJMoriSNakamuraRHashimotoKWatanabeKAnalyses of current-generating mechanisms of *Shewanella loihica* PV-4 and *Shewanella oneidensis* MR-1 in microbial fuel cellsAppl Environ Microbiol200975767476811983783410.1128/AEM.01142-09PMC2794086

[B9] RossDEFlynnJMBaronDBGralnickJABondDRTowards electrosynthesis in *Shewanella*: energetics of reversing the Mtr pathway for reductive metabolismPLoS One20116e166492131175110.1371/journal.pone.0016649PMC3032769

[B10] FlynnJMRossDEHuntKABondDRGralnickJAEnabling unbalanced fermentations by using engineered electrode-interfaced bacteriaMBio201011810.1128/mBio.00190-10PMC297536321060736

[B11] MyersCRNealsonKHBacterial manganese reduction and growth with manganese oxide as the sole electron acceptorScience1988240131913211781585210.1126/science.240.4857.1319

[B12] HeidelbergJFPaulsenITNelsonKEGaidosEJNelsonWCReadTDEisenJASeshadriRWardNMetheBClaytonRAMeyerTTsapinAScottJBeananMBrinkacLDaughertySDeBoyRTDodsonRJDurkina SHaftDHKolonayJFMadupuRPetersonJDUmayamLAWhiteOWolfAMVamathevanJWeidmanJImpraimMGenome sequence of the dissimilatory metal ion-reducing bacterium *Shewanella oneidensis*Nat Biotechnol200220111811231236881310.1038/nbt749

[B13] DaraseliaNDernovoyDTianYBorodovskyMTatusovRTatusovaTReannotation of *Shewanella oneidensis* genomeOMICS200371711751450684610.1089/153623103322246566

[B14] BretschgerOObraztsovaASturmCAChangISGorbyYAReedSBCulleyDEReardonCLBaruaSRomineMFZhouJBeliaevASBouhenniRSaffariniDMansfeldFKimBHFredricksonJKNealsonKH**Current production and metal oxide reduction by **** *Shewanella oneidensis * ****MR-1 wild type and mutants.**Appl Environ Microbiol200773700370121764463010.1128/AEM.01087-07PMC2074945

[B15] ShiLSquierTCZacharaJMFredricksonJKRespiration of metal (hydr)oxides by *Shewanella* and *Geobacter*: a key role for multihaem c-type cytochromesMol Microbiol20076512201758111610.1111/j.1365-2958.2007.05783.xPMC1974784

[B16] GorbyYAYaninaSMcLeanJSRossoKMMoylesDDohnalkovaABeveridgeTJChangISKimBHKimKSCulleyDEReedSBRomineMFSaffariniDAHillEAShiLEliasDAKennedyDWPinchukGWatanabeKIshiiSLoganBNealsonKHFredricksonJKElectrically conductive bacterial nanowires produced by *Shewanella oneidensis* strain MR-1 and other microorganismsProc Natl Acad Sci U S A200610311358113631684942410.1073/pnas.0604517103PMC1544091

[B17] El-NaggarMYWangerGLeungKMYuzvinskyTDSouthamGYangJLauWMNealsonKHGorbyYAElectrical transport along bacterial nanowires from *Shewanella oneidensis* MR-1Proc Natl Acad Sci U S A201010718127181312093789210.1073/pnas.1004880107PMC2964190

[B18] MarsiliEBaronDBShikhareIDCoursolleDGralnickJABondDR*Shewanella secretes* flavins that mediate extracellular electron transferProc Natl Acad Sci U S A2008105396839731831673610.1073/pnas.0710525105PMC2268775

[B19] von CansteinHOgawaJShimizuSLloydJRSecretion of flavins by *Shewanella* species and their role in extracellular electron transferAppl Environ Microbiol2008746156231806561210.1128/AEM.01387-07PMC2227709

[B20] WatanabeKManefieldMLeeMKouzumaAElectron shuttles in biotechnologyCurr Opin Biotechnol2009206336411983350310.1016/j.copbio.2009.09.006

[B21] OkamotoAHashimotoKNealsonKHNakamuraRRate enhancement of bacterial extracellular electron transport involves bound flavin semiquinonesProc Natl Acad Sci U S A2013110785678612357673810.1073/pnas.1220823110PMC3651484

[B22] SaffariniDASchultzRBeliaevAInvolvement of cyclic AMP (cAMP) and cAMP receptor protein in anaerobic respiration of *Shewanella oneidensis*J Bacteriol2003185366836711277570510.1128/JB.185.12.3668-3671.2003PMC156221

[B23] CharaniaMABrockmanKLZhangYBanerjeeAPinchukGEFredricksonJKBeliaevASSaffariniDAInvolvement of a membrane-bound class III adenylate cyclase in regulation of anaerobic respiration in *Shewanella oneidensis* MR-1J Bacteriol2009191429843061939549210.1128/JB.01829-08PMC2698484

[B24] CovingtonEDGelbmannCBKotloskiNJGralnickJAAn essential role for UshA in processing of extracellular flavin electron shuttles by *Shewanella oneidensis*Mol Microbiol2010785195322080719610.1111/j.1365-2958.2010.07353.x

[B25] KouzumaAMengXYKimuraNHashimotoKWatanabeKDisruption of the putative cell surface polysaccharide biosynthesis gene SO3177 in *Shewanella oneidensis* MR-1 enhances adhesion to electrodes and current generation in microbial fuel cellsAppl Environ Microbiol201076415141572045312710.1128/AEM.00117-10PMC2897461

[B26] TajimaNKouzumaAHashimotoKWatanabeKSelection of *Shewanella oneidensis* MR-1 gene-knockout mutants that adapt to an electrode-respiring conditionBiosci Biotechnol Biochem201175222922332205645310.1271/bbb.110539

[B27] PernestigAKMeleforsOGeorgellisDIdentification of UvrY as the cognate response regulator for the BarA sensor kinase in *Escherichia coli*J Biol Chem20012762252311102203010.1074/jbc.M001550200

[B28] WeiBShinSLaPorteDWolfeAJRomeoTGlobal regulatory mutations in *csrA* and *rpoS* cause severe central carbon stress in *Escherichia coli* in the presence of acetateJ Bacteriol2000182163216401069236910.1128/jb.182.6.1632-1640.2000PMC94461

[B29] PernestigAKGeorgellisDRomeoTSuzukiKTomeniusHNormarkSMeleforsOThe *Escherichia coli* BarA-UvrY two-component system is needed for efficient switching between glycolytic and gluconeogenic carbon sourcesJ Bacteriol20031858438531253345910.1128/JB.185.3.843-853.2003PMC142795

[B30] BinnenkadeLLassakJThormannKMAnalysis of the BarA/UvrY Two-Component System in *Shewanella oneidensis* MR-1PLoS One20116e234402193159710.1371/journal.pone.0023440PMC3171408

[B31] MüllerJShuklaSJostKASpormannAMThe *mxd* operon in *Shewanella oneidensis* MR-1 is induced in response to starvation and regulated by ArcS/ArcA and BarA/UvrYBMC Microbiol2013131192370592710.1186/1471-2180-13-119PMC3691769

[B32] BoydAChakrabartyAM*Pseudomonas aeruginosa* biofilms: role of the alginate exopolysaccharideJ Ind Microbiol199515162168851947310.1007/BF01569821

[B33] DaveyMEDuncanMJEnhanced biofilm formation and loss of capsule synthesis: deletion of a putative glycosyltransferase in *Porphyromonas gingivalis*J Bacteriol2006188551055231685524110.1128/JB.01685-05PMC1540017

[B34] KorenevskyABeveridgeTJThe surface physicochemistry and adhesiveness of *Shewanella* are affected by their surface polysaccharidesMicrobiology2007153187218831752684410.1099/mic.0.2006/003814-0

[B35] TatusovRLFedorovaNDJacksonJDJacobsARKiryutinBKooninEVKrylovDMMazumderRMekhedovSLNikolskayaANRaoBSSmirnovSSverdlovAVVasudevanSWolfYIYinJJNataleDAThe COG database: an updated version includes eukaryotesBMC Bioinformatics20034411296951010.1186/1471-2105-4-41PMC222959

[B36] FritschPSUrbanowskiMLStaufferGV**Role of the RNA polymerase α subunits in MetR-dependent activation of **** *metE * ****and **** *metH* ****: important residues in the C-terminal domain and orientation requirements within RNA polymerase.**J Bacteriol2000182553955501098625910.1128/jb.182.19.5539-5550.2000PMC110999

[B37] WeissbachHBrotNRegulation of methionine synthesis in *Escherichia coli*Mol Microbiol1991515931597194369510.1111/j.1365-2958.1991.tb01905.x

[B38] NiuCRobbinsCMPittmanKJOsbornJLStubblefieldBASimmonsRBGilbertESLuxS influences *Escherichia coli* biofilm formation through autoinducer-2-dependent and autoinducer-2-independent modalitiesFEMS Microbiol Ecol2013837787912307858610.1111/1574-6941.12034

[B39] LearmanDRYiHBrownSDMartinSLGeeseyGGStevensAMHochellaMFInvolvement of *Shewanella oneidensis* MR-1 LuxS in biofilm development and sulfur metabolismAppl Environ Microbiol200975130113071912458910.1128/AEM.01393-08PMC2648156

[B40] GödekeJPaulKLassakJThormannKMPhage-induced lysis enhances biofilm formation in *Shewanella oneidensis* MR-1ISME J201156136262096287810.1038/ismej.2010.153PMC3105746

[B41] WinzerKHardieKRBurgessNDohertyNKirkeDHoldenMTGLinforthRCornellKATaylorAJHillPJWilliamsPLuxS: its role in central metabolism and the in vitro synthesis of 4-hydroxy-5-methyl-3(2H)-furanoneMicrobiology20021489099221193243810.1099/00221287-148-4-909

[B42] PeiDZhuJMechanism of action of S-ribosylhomocysteinase (LuxS)Curr Opin Chem Biol200484924971545049110.1016/j.cbpa.2004.08.003

[B43] VendevilleAWinzerKHeurlierKTangCMHardieKRMaking “sense” of metabolism: autoinducer-2, LuxS and pathogenic bacteriaNat Rev Microbiol200533833961586426310.1038/nrmicro1146

[B44] XavierKBBasslerBLLuxS quorum sensing: more than just a numbers gameCurr Opin Microbiol200361911971273231110.1016/s1369-5274(03)00028-6

[B45] ChiangPKGordonRKTalJZengGCDoctorBPPardhasaradhiKMcCannPPS-Adenosylmethionine and methylationFASEB J1996104714808647346

[B46] YeungATYTorfsECWJamshidiFBainsMWiegandIHancockREWOverhageJSwarming of *Pseudomonas aeruginosa* is controlled by a broad spectrum of transcriptional regulators, including MetRJ Bacteriol2009191559256021959258610.1128/JB.00157-09PMC2737960

[B47] UrbanowskiMLStaufferGVRole of homocysteine in *metR*-mediated activation of the *metE* and *metH* genes in *Salmonella typhimurium* and *Escherichia coli*J Bacteriol198917132773281265664610.1128/jb.171.6.3277-3281.1989PMC210046

[B48] ChatterjeeJMiyamotoCMZouzoulasALangBFSkourisNMeighenEAMetR and CRP bind to the *Vibrio harveyi lux* promoters and regulate luminescenceMol Microbiol2002461011111236683410.1046/j.1365-2958.2002.03128.x

[B49] PlamannMDStaufferGV**Regulation of the **** *Escherichia coli glyA * ****gene by the **** *metR * ****gene product and homocysteine.**J Bacteriol198917149584962267090110.1128/jb.171.9.4958-4962.1989PMC210303

[B50] AlexeyevMFShokolenkoINMini-Tn10 transposon derivatives for insertion mutagenesis and gene delivery into the chromosome of gram-negative bacteriaGene19951605962762871710.1016/0378-1119(95)00141-r

[B51] ChengSLiuHLoganBEIncreased power generation in a continuous flow MFC with advective flow through the porous anode and reduced electrode spacingEnviron Sci Technol200640242624321664648510.1021/es051652w

[B52] SaltikovCWNewmanDKGenetic identification of a respiratory arsenate reductaseProc Natl Acad Sci U S A200310010983109881293940810.1073/pnas.1834303100PMC196913

[B53] WatanabeKRecent developments in microbial fuel cell technologies for sustainable bioenergyJ Biosci Bioeng20081065285361913454610.1263/jbb.106.528

[B54] RosenbergMGutnickDRosenbergEAdherence of bacteria to hydrocarbons: a simple method for measuring cell-surface hydrophobicityFEMS Microbiol Lett198092933

[B55] KouzumaAHashimotoKWatanabeK**Influences of aerobic respiration on current generation by **** *Shewanella oneidensis * ****MR-1 in single-chamber microbial fuel cells.**Biosci Biotechnol Biochem2012762702752231375410.1271/bbb.110633

[B56] KouzumaAHashimotoKWatanabeKRoles of siderophore in manganese-oxide reduction by *Shewanella oneidensis* MR-1FEMS Microbiol Lett201232691982209234010.1111/j.1574-6968.2011.02444.x

# Supplementary material for: Electrochemical selection and characterization of a high current-generating Shewanella oneidensis mutant with altered cell-surface morphology and biofilm-related gene expression
**Source:** BMC Microbiol. 2014 Jul 16;14:190. doi: 10.1186/1471-2180-14-190
**Supplement:** Additional file 5: Table S1 — Primers used in this study.

**Table S1. Primers used in this study.**

| Primer        | Sequence (5' to 3')                           | Modification, for use                       |
|---------------|-----------------------------------------------|---------------------------------------------|
| 1860_F-O      | TTAGCGAGCTAGAATAGGGC                          | SO_1860 disruption                          |
| 1860_5-O_SpeI | ATG <u>ACTAGT</u> ACAGTCTTGGGCGAGATGTA        | <u>SpeI</u> , SO_1860 disruption            |
| 1860_5-I      | <u>GGTGT</u> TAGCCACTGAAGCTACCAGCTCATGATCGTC  | <u>Linker sequence</u> , SO_1860 disruption |
| 1860_3-I      | <u>GCTTCAGTGGCTAACAC</u> CAACCCGTTTAGCGATCCGC | <u>Linker sequence</u> , SO_1860 disruption |
| 1860_3-O_SpeI | ACG <u>ACTAGT</u> TTCTTCCATCTTCGCCACCAG       | <u>SpeI</u> , SO_1860 disruption            |
| 1860_R-O      | TGCTCATAGGCTTGCTGCTC                          | SO_1860 disruption                          |
| qRT-16S-F     | AGCGCAACCCCTATCCTTAT                          | qRT-PCR for 16S rRNA gene                   |
| qRT-16S-R     | CGTAAGGGCCATGATGACTT                          | qRT-PCR for 16S rRNA gene                   |
| qRT-SO_3172-F | GCTCATCGTCACCATCATTG                          | qRT-PCR for SO_3172                         |
| qRT-SO_3172-R | CCGATGCGGTATCCTTACTC                          | qRT-PCR for SO_3172                         |
| qRT-SO3177-F  | TGTAAACGGAACGAGGATCA                          | qRT-PCR for SO_3177                         |
| qRT-SO3177-R  | TTAGCAAGTGCCCAATAGCC                          | qRT-PCR for SO_3177                         |
| qRT-luxS-F    | CATATGACGACCCCAAAAGG                          | qRT-PCR for <i>luxS</i> (SO_1101)           |
| qRT-luxS-R    | ATAAAGCCCGCAAACAAATG                          | qRT-PCR for <i>luxS</i> (SO_1101)           |
| qRT-metE-F    | GAAGGTGTGGGCTTTACCAA                          | qRT-PCR for <i>metE</i> (SO_0818)           |
| qRT-metE-R    | AATCAACCGTCATGGCTTTC                          | qRT-PCR for <i>metE</i> (SO_0818)           |
| qRT-metR-F    | TCAGCTAAGGGTTGGGATTG                          | qRT-PCR for <i>metR</i> (SO_0817)           |
| qRT-metR-R    | TTCTAGGGCATTGAGCGAGT                          | qRT-PCR for <i>metR</i> (SO_0817)           |
| qRT-SO_2906-F | AGCTATTCCGGATGCAGCTA                          | qRT-PCR for SO_2906                         |
| qRT-SO_2906-R | CCACTACGGCTATGGATGGT                          | qRT-PCR for SO_2906                         |

How the deposited data were processed for this re-analysis (not part of the article)

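Gene expression of *S. oneidensis* EC-2 and ∆SO_1860 was measured on 6 Agilent 1-color arrays, 3 biological replicates per strain, from cells grown in LMM with fumarate. The authors deposited, for each array, the scanner output with the intensity of every spot on a linear scale, from which Agilent Feature Extraction had subtracted the background. The methods name version 8.1 of that software, and the file headers version 9.5.3.1. The authors also deposited a table of log2 values for the series. Set against the scanner values, these were the same log2 signals scaled to each array's 75th percentile and then centered on the median of each probe (largest difference 0.0048 over 13378 matched probes), so they were used as an alternative. The files carry a probe name and a locus tag for each spot, and gene names were taken from Table 1 of the paper.

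The processed signal was divided by each array's 75th percentile over non-control probes and taken as log2. Control spots and spots with outlier flags, at most 9 per array, were left out. Between 11829 and 13206 of the 13379 probes were well above background on an array, and the dim probes limit what can be said of weakly expressed genes. Probes were tested with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with Benjamini-Hochberg adjustment, and called at an adjusted p under 0.05 and a log2 FC of at least 1 in either direction. A gene was called when at least 1 of its probes was called and its called probes went the same way. For each gene, the mean over all tested probes was also tested with limma, and its log2 FC, standard error and adjusted p are those printed with a single gene. Gene sets fixed beforehand were tested with camera and fry, and their p was adjusted over the 3 sets, a step added after the values were seen. The ranges of LambdaSo and the CPS cluster are those the paper states. LambdaSo was singled out by the paper on these same arrays, so its set tests are not independent evidence. The cytochrome locus is the name used here for *SO_1776* to *SO_1779*, which need not all be cytochrome genes. It was taken from general knowledge of the organism, since the paper gives no locus tags for it. *SO_4591* was read separately, outside the set. Where all arrays of a strain had a probe not well above background, only a lower bound of the fold was computed.

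The genes named are those of Table 1, the other genes the paper names, the fixed sets and regions, and, among called genes outside Table 1, the 10 with the largest change whose arrays separate the strains for every called probe. Any other gene named was chosen after its values were seen. The alternatives were another scaling (quantile, median, the authors' series values), normexp background correction with an offset of 50, other filters on dim probes, the replicate number or the slide row as a block, the slide row as a random block (planned, but run only after the other results had been seen), leaving out each array, the methods' t-test, and other rules from probes to genes. The tests of explanations in the closing section were written down only after their results had been seen. This includes the decision to leave the slide row open, which replaced a firmer reading, the use of the median in place of fry to weigh the slide row for the CPS genes, and the division of the normexp comparison in 2 parts.

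The functions were tested on simulated arrays drawn from the means and spreads of the 12532 real probes of 4544 genes, with 200 genes changed by more than the fold threshold. The LambdaSo genes were also shifted, by less than that threshold, and were left out of the gene counts below. Noise was drawn for each probe on its own. The recovery therefore says little about genes near the threshold or about probes that vary together. For the comparison of EC-2 with ∆SO_1860, 196 of the 200 were called by limma, 0 in the wrong direction, with 5 unchanged genes called, and the methods' t-test called 183. The qRT-PCR measurements, the electrochemical measurements and the sequence sites upstream of *luxS*, *metE* and *glyA* were not analysed here.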

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

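The tests in this part that compare splits of the arrays, held-out arrays, single EC-2 arrays, background correction and neighbouring genes were chosen after the results were seen.

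Outside Table 1, 133 genes were called, 60 higher and 73 lower in EC-2, none of which Table 1 lists. Of these the paper names *SO_3179*, from qRT-PCR, and gives no values for the others. In 28 of them, at least 2 probes were tested and all were called. Array brightness and scaling as the whole cause is argued against by quantile normalization, after which 124 of the 133 were still called. Dim probes as the whole cause are argued against by the stricter filter, since 102 were still called with probes well above background on all 6 arrays. After normexp background correction 55 were still called, which argues against the background for those genes, while for the 78 no longer called it stays open. The slide row also stays open. EC-2 replicates 1 and 2 lay in row 1, and EC-2 replicate 3 in row 2 with the ∆SO_1860 arrays. In probes called without it, EC-2 replicate 3 showed a median share of 0.743 of the change of the other EC-2 arrays, against 0.920 and 0.999 when EC-2 replicates 1 and 2 were held out in the same way. Unchanged simulated arrays gave at most 0.11 to 0.12. With the slide row as a block, which rests the comparison on EC-2 replicate 3, 36 genes were called. The same fit resting on EC-2 replicate 1 or 2 alone called 84 and 105, so a single EC-2 array in itself lowers the count, and the rest of the fall from 159 may come from the row or from that array, which a single array cannot settle. In comparisons of all 10 ways to split the 6 arrays in groups of 3, only 1, the real split, gave as many called genes, and 10 splits can never give a share under 0.1, so the share alone does not exclude chance. Each of the other splits gave 0 called genes by limma, and 4 to 49 without adjustment against 230 in the real split. Those splits mix the strains, so a difference between strains or rows widens the spread within their groups and lowers their counts. Their counts therefore do not measure chance and cannot separate the strain from the row. Arrays simulated with no change gave 0 called genes, and 35 without adjustment. Without EC-2 replicate 2, 91 genes were called in all. The genotype of EC-2, with its transposon and any further mutations, is a biological explanation that was not tested.

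Among the called genes outside Table 1 were 15 genes of the LambdaSo region, all lower in EC-2. No stretch of 75 neighbouring genes elsewhere moved as far, with 0 of 4166 windows at a median as large, which argues against a shift common to such stretches. As the paper singled out the region on the same arrays, its rank among the windows is not independent evidence. The median log2 FC of the region was -0.55 with the slide row as a block, and -0.62 and -0.90 in the same fit resting on EC-2 replicate 1 or 2 alone, so the row may account for part of it and stays open. The real split was 1 of 10 with a median as large, a share that alone does not exclude chance.

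The following genes outside Table 1 were called by all 3 of their probes. *SO_4234*, *SO_4235* and *SO_4236*, which follow *leuD* in number, were higher in EC-2 with log2 FCs of 1.85, 2.16 and 2.09. *SO_1389* was higher with a log2 FC of 1.84 and *SO_4598* with 1.96, and *SO_0939* was lower with a log2 FC of -1.84. Each separated the strains on all 6 arrays. With the slide row as a block, the calls per gene value were lost for *SO_0939* (-1.45), *SO_4234* (1.90), *SO_4236* (2.05) and *SO_4598* (2.03). With the methods' t-test, *SO_0939*, *SO_1389*, *SO_4236* and *SO_4598* were not called. Each of these genes kept its call after quantile normalization, with the median as scaling, after normexp background correction and with probes well above background on all 6 arrays. As they were picked for their size, this does not by itself exclude those explanations.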

How the results depend on the processing

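Alternatives were set before the data were examined, with the following exceptions. The set test with estimated correlation and the methods' t-test without a filter on dim probes were chosen after seeing the values. So were the row fits resting on EC-2 replicate 1 or 2 alone. The slide row as a fixed block was fitted once the positions of the arrays were known, where the plan had set a random block. For each difference the cause was not tested, unless the alternative's construction gives it.

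Against 159 called genes (71 higher, 88 lower), normexp gave 82 (21 higher), the slide row as a block 36 (26 higher, 10 lower), the methods' t-test 33 (15 higher, 18 lower), at least 2 called probes 68 (25 higher, 43 lower), and limma on gene values 85 (26 higher). Probes well above background on all 6 arrays gave 44 higher. No fold threshold gave 642 (268 higher, 374 lower), by construction. The methods' t-test without a filter, chosen after seeing the values, gave 27 (12 higher, 15 lower). Of the Table 1 genes, 13 were called with the slide row as a block. Of LambdaSo genes, 25 were called, 6 with the slide row as a block, 12 by the methods' t-test and 10 by that test without a filter. Quantile normalization gave 168 genes (89 higher, 79 lower), of which 149 were among the 159. The slide row as a block leaves EC-2 replicate 3 alone, assumed to vary like the other arrays. The same fit resting on EC-2 replicate 1 or 2, added after seeing the values, gave 84 and 105. The plan had set a random block for a row that holds 1 strain, as row 1 does, and the fixed block was fitted first, once the positions of the arrays were known. The random block was run only after the other results had been seen and gave 221 genes (90 higher, 131 lower), all 26 of Table 1 and 31 of LambdaSo. Its correlation within rows was -0.118, estimated from 2 rows, and a negative value makes the test less strict, so it does not exclude an effect of the row.

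Leaving out each array gave 91 to 201 genes, 36 to 77 higher and 55 to 124 lower, 24 to 26 Table 1 genes, 19 to 33 LambdaSo genes, a LambdaSo median log2 FC of -0.91 to -0.46, a CPS median of 0.32 to 0.49, and a cytochrome locus median of -0.56 to -0.30. The highest count of genes came without EC-2 replicate 3 and the lowest without EC-2 replicate 2.

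The LambdaSo and CPS medians, -0.69 and 0.39, kept their direction under each alternative run. Both sets, at -0.69 and 0.39, lost their call with the estimated correlation. By fry, with p adjusted over the sets, both lost it with the slide row as a block, and the CPS set also when any array but EC-2 replicate 3 was left out. The cytochrome locus (*SO_1776* to *SO_1779*), not past the threshold at -0.43, passed it by camera with the median as scaling (-0.39), without ∆SO_1860 replicate 2 (-0.49) and without EC-2 replicate 3 (-0.56), and with the slide row as a random block (-0.48), and by fry with quantile normalization (-0.22) and without EC-2 replicate 3. *SO_1779* changed direction with quantile normalization (0.0029) and with the slide row as a block (0.036). *SO_4708* was called by 1 probe that was dim on all ∆SO_1860 arrays, so only at least 2.36-fold, while its other probes were lower in EC-2 (-0.96 and -0.28) and its mean over probes was 0.22 (adjusted p = 0.48). This mean changed direction with normexp (-0.25) and with the filter on all 6 arrays (-0.62), which leaves that probe out. Of the neighbours of *SO_1860*, *SO_1858* (-1.23) was not past the threshold with the slide row as a block (-0.91), with no filter (-1.12) and when any array but EC-2 replicate 3 was left out. Of those not past the threshold, *SO_1856* (-0.01) changed direction with quantile normalization (0.0050), the median (0.028) and normexp (0.020), and the SO_1856 gene log2 FC ranged from -0.072 to 0.040 by array left out. *SO_1863* (0.12) did so with normexp (-0.064). *SO_1864* (-0.01) did so with quantile normalization (0.11), the median (0.033) and the slide row as a block (0.074), with -0.13 to 0.063 by array left out. *SO_1865* (0.03) did so with the slide row as a block (-0.064), with -0.11 to 0.13 by array left out.

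Correlations of deviations between same-numbered arrays were -0.249, -0.135 and -0.179, so the numbers do not pair the arrays. With the replicate block, 146 genes were called, and fry lost its call for the LambdaSo and CPS sets (adjusted p = 0.091 and adjusted p = 0.13), while camera kept it.

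Not run were phage genes outside LambdaSo and methionine genes beyond *metR*, *metE*, *luxS* and *glyA*, since the files give no names for them, and normexp on the mean signal, where the median signal was used. *SO_1860* has no tested probe in the filter on all 6 arrays.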

Differences from the paper's values

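The paper gives 26 genes with different expression, and 159 were called here. Of the alternatives set before the data were examined, the methods' t-test (33) came within 1.5 times, and the others did not. The slide row as a fixed block, which rests on EC-2 replicate 3 alone and was not the planned form, also came within that range. The paper gives 11 up-regulated genes, against 71 here, which the methods' t-test (15) brought within range and the others did not. The paper gives 15 down-regulated genes, against 88 here, with the methods' t-test (18) and the slide row as a block (10) within range and the others not. The paper gives 10 LambdaSo genes, against 25 here, with the methods' t-test (12) within range and the others not. Chosen after seeing the values, the methods' t-test with no filter on dim probes called 27 genes, 12 higher and 15 lower, 10 of them in LambdaSo.

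The paper's log2 FC of *metE* is 6.49, and 5.62 was found here. Its fold is 90 in the paper and 49.2 here. None of the alternatives set before the data were examined brought either within range. Chosen after seeing the values, the methods' t-test with no filter on dim probes gave a log2 FC of 6.41 (84.8-fold) and, with the mean of linear folds, a fold of 90.2.

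The paper's log2 FC of *SO_1860* is 5.97, while the value taken here is a lower bound, with a mean log2 of at least 3.48, since its probes were not well above background on any ∆SO_1860 array. Chosen after seeing the values, the methods' t-test with no filter on dim probes and the mean of linear folds gave 5.97 from those dim signals. Table 1 gives *SO_2955* the largest decrease within LambdaSo, and here *SO_2956* (-1.60) was below *SO_2955* (-1.53). The paper states that the CPS genes did not largely differ between the strains, and 22 of 23 were higher in EC-2, with a median log2 FC of 0.39 and none at 1 by its mean over probes.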

Other observations

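The tests in this part on splits, windows, neighbouring pairs, probes going the same way and the methods' t-test without a filter were chosen after the results were seen.

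The difference in the number of genes was examined on the deposited values. The methods' t-test over all 13379 probes, with no filter on dim probes, called 37 probes in 27 genes, among them all 26 genes of Table 1, and *SO_2137* (log2 FC 1.03), chosen after its values were seen. With the log2 of the mean linear fold over the called probes, 25 of the 26 log2 FCs lay within 0.01 of the paper's, the exception being *SO_3471* at 1.62. One of the 25, *SO_1860* at 5.97, rests on probes that were dim on every ∆SO_1860 array, so its agreement with the paper shares the same dim signals and is not a measured fold. The test and the filter are therefore a candidate explanation of the 26 genes. Of the 37 called probes, 30 had an adjusted p above 0.045, and at a threshold of 0.10 the same test called 102 genes.

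Called genes outside LambdaSo lay next to each other. Among the 131 such genes on the chromosome, which leaves out 3 on the megaplasmid, 19 pairs of neighbours went the same way, against a median of 2 and a highest of 9 in 10000 permutations of calls along the genome (p = 0.0001, the smallest they can give). This argues against calls at random along the genome. Neighbours may be transcribed together, which was not tested.

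In the 62 genes called by 1 of 3 probes, all 3 probes went the same way in 56 (90.3%), against 63.7% of 3686 uncalled genes with 3 probes and 25% by chance. This argues against called probes that in general measure something other than their gene, though a probe of any 1 gene may do so.

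For the CPS genes, 141 of 4322 windows of 23 neighbouring genes had a median as large in size, 0 of them higher in EC-2 and 70 of them overlapping LambdaSo. This argues against a shift that any such stretch would show. The slide row stays open, since with it as a block the median log2 FC was 0.21, against 0.45 and 0.56 in the same fit resting on EC-2 replicate 1 or 2 alone. The real split was 1 of 10 with a median as large, which cannot exclude chance. No biological explanation was tested.

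The genes *SO_1776* to *SO_1779*, named the cytochrome locus here, were chosen from general knowledge of the organism. The paper does not report them from the arrays. Their log2 FCs were -0.54, -0.40, -0.46 and -0.31, and *SO_4591*, outside the set, had -0.40. By limma, 3 of the 4 genes had an unadjusted p under 0.05, 0 had an adjusted p under 0.05 over all genes and 3 over the list alone. As a set they had an adjusted p of 0.052 by limma's camera and an adjusted p of 0.1 by fry. After quantile normalization fry gave an adjusted p of 0.0039, and without EC-2 replicate 3 an adjusted p of 0.042, with adjusted p between 0.065 and 0.65 under the other alternatives. Of 10 splits, 2 gave a median as large, so chance cannot be excluded. The median was -0.16 with the slide row as a block and -0.22 after quantile normalization, and *SO_1779* changed direction under both (0.036 and 0.0029), so the row and the scaling may account for part of the median and stay open. Resting on EC-2 replicate 1 or 2 alone, the median was -0.70 and -0.42.

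Other called genes with the largest changes rest on less. *SO_4276* (-2.05) and *SO_4668* (-1.78) have 1 tested probe each, and that of *SO_4276* was well above background on 2 of 3 EC-2 arrays. *SO_A0095* was called by 1 of 3 probes (1.80). All 3 lost their call with the slide row as a block (-2.91, -1.56 and 0.91), without EC-2 replicate 2 (-1.83, -1.53 and 1.36) and without EC-2 replicate 3 (-1.62, -1.89 and 1.82), as means over their tested probes. *SO_4276* also lost it after quantile normalization and when any ∆SO_1860 array was left out, *SO_4668* with no filter on dim probes and without ∆SO_1860 replicate 2 or EC-2 replicate 1, and *SO_A0095* with no filter and without ∆SO_1860 replicate 1 or 3 or EC-2 replicate 1. By the methods' t-test none of the 3 was called.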
